# *Bcor* deficiency perturbs erythro*-*megakaryopoiesis and cooperates with *Dnmt3a* loss in acute erythroid leukemia onset in mice

**DOI:** 10.1038/s41375-020-01075-3

**Published:** 2020-11-06

**Authors:** Paolo Sportoletti, Daniele Sorcini, Anna G. Guzman, Jaime M. Reyes, Arianna Stella, Andrea Marra, Sara Sartori, Lorenzo Brunetti, Roberta Rossi, Beatrice Del Papa, Francesco Maria Adamo, Giulia Pianigiani, Camilla Betti, Annarita Scialdone, Valerio Guarente, Giulio Spinozzi, Valentina Tini, Maria Paola Martelli, Margaret A. Goodell, Brunangelo Falini

**Keywords:** Acute myeloid leukaemia, Preclinical research

## Abstract

Recurrent loss-of-function mutations of *BCL6 co-repressor* (*BCOR)* gene are found in about 4% of AML patients with normal karyotype and are associated with *DNMT3a* mutations and poor prognosis. Therefore, new anti-leukemia treatments and mouse models are needed for this combinatorial AML genotype. For this purpose, we first generated a *Bcor*^*−/−*^ knockout mouse model characterized by impaired erythroid development (macrocytosis and anemia) and enhanced thrombopoiesis, which are both features of myelodysplasia/myeloproliferative neoplasms. We then created and characterized double *Bcor*^*−/−*^*/Dnmt3a*^*−/−*^ knockout mice. Interestingly, these animals developed a fully penetrant acute erythroid leukemia (AEL) characterized by leukocytosis secondary to the expansion of blasts expressing c-Kit+ and the erythroid marker Ter119, macrocytic anemia and progressive reduction of the thrombocytosis associated with loss of *Bcor* alone. Transcriptomic analysis of double knockout bone marrow progenitors revealed that aberrant erythroid skewing was induced by epigenetic changes affecting specific transcriptional factors (GATA1-2) and cell-cycle regulators (Mdm2, Tp53). These findings prompted us to investigate the efficacy of demethylating agents in AEL, with significant impact on progressive leukemic burden and mice overall survival. Information gained from our model expands the knowledge on the biology of AEL and may help designing new rational treatments for patients suffering from this high-risk leukemia.

## Introduction

The *BCL6 co-repressor* (*BCOR)* gene is located on chromosome Xp11.4 and encodes a transcription regulatory factor that was initially identified as an interactor partner of the germinal center-associated BCL6 protein [1, 2]. The BCOR protein is located in the nucleus [3] where exerts its function as a member of the non-canonical multimeric polycomb group repressive complex 1 (PRC1) which is recruited to the target sites independently of H3K27me3 [4]. This complex is involved in the control of various biological processes, including pluripotency, reprogramming, and hematopoiesis [4, 5]. Relatively high frequency of *BCOR* mutations has been reported in aplastic anemia suggesting that these genetic events may confer a selective advantage in the context of aplastic anemia autoimmune environment, although they do not appear to be associated with an increased risk of secondary AML/MDS [6]. Moreover, various aberrations of the *BCOR* gene, such as internal tandem duplications of the PCGF Ub-like fold discriminator domain, gene fusions, and loss-of-function mutations play a role in promoting hematological and extra-hematological malignancies [7, 8].

In 2011, we discovered recurrent loss-of-function mutations of *BCOR* in AML (about 4% of cases with normal karyotype) and found that they were usually mutually exclusive of *FLT3-ITD* and *NPM1* mutations, co-occurred with DNA methyl transferase (*DNMT3A*) mutations and were associated with a poor outcome [9]. Our findings have been subsequently confirmed by other investigators both in AML and MDS [10–14]. Interestingly, one study on Japanese patients reported a preferential co-occurrence of *BCOR* mutations with *K-RAS*, *N-RAS,* and *RUNX1* mutations [11]. *BCOR 1 ligand (BCORL1*) gene has been also found to be mutated in 3.7–6% of AML patients [11, 15].

*Bcor* somatic heterozygous mutations in AML are similar to the germline mutations that in females cause rare genetic syndrome characterized by cranio-facial, ocular and cardiac abnormalities [16]. The disruptive nature of these mutations that usually results in a premature stop codon and non-sense mediated decay or protein truncation are consistent with a tumor-suppressive role of the *Bcor* gene in myeloid malignancies. Accordingly, mice lacking *Bcor* exons 9 and 10, which encode for a carboxyl-terminal truncated *Bcor* unable to interact with the PCR1 core effector components, are characterized by expansion of myeloid progenitors [17], enhanced cell proliferation, and myeloid differentiation associated with upregulation of *HoxA* cluster [18].

However, *Bcor* deficiency is not itself sufficient to promote leukemia [17, 18], strongly suggesting that other mutations are required to induce myeloid malignancies. The type of myeloid neoplasm developing in *Bcor*-deficient mouse may vary depending on the co-occurring genetic lesions. For example, compound mice carrying concurrent full deletion of *Tet2* develop lethal MDS [19] whilst *Bcor* loss cooperates with Kras^G12D^ to drive AML [17].

We previously found that about 40% of AML patients with *BCOR* mutations also carry mutations of *DNMT3a* [9] catalyzing the addition of methyl groups to CpG dinucleotides. Because *BCOR* and *DNMT3A* are both epigenetic modifiers [4, 20, 21], mutations of these genes could promote AML through a synergistic mechanism [9]. Murine hematopoietic cells lacking *Dnmt3a* have thousands of focal, “canonically” located, hypomethylated regions that are amenable to be “repaired” with partial correction of dysregulated gene expression and myeloid skewing [22]. *Dnmt3a* loss with its hypomethylated phenotype is known to promote expansion and immortalization of hematopoietic stem cells, block in hematopoietic differentiation [23] and development of myeloid and lymphoid malignancies after a long period of latency [23–25]. Mx1-Cre-mediated *Dnmt3a* ablation led to the development of a lethal, fully penetrant myelodysplasia/myeloproliferative (MDS/MPN) neoplasm characterized by peripheral cytopenias and marked extramedullary hematopoiesis with liver involvement [26]. Thus, *Dnmt3a* deficiency establish an epigenetic state somehow predisposing to the emergence of cooperating mutations leading to overt leukemia in mice [25]. Indeed, co-expression of mutated *Dnmt3a* with other disease alleles (including *Tet2*, *Flt3*, *Npm1*) promote overt leukemic transformation in mice [2, 27]. However, information on the cooperation between *Dnmt3a* and *Bcor* is still missing.

Therefore, we generated a conditional mouse model of *Bcor* inactivation to explore its function in normal and leukemic hematopoiesis either alone or in combination with *Dnmt3a* loss. *Bcor*-deficient mice demonstrated impaired erythroid development and enhanced thrombopoiesis. Notably, the *Bcor*^*−/−*^*Dnmt3a*^*−/−*^ double knockout mice developed a fully penetrant acute erythroid leukemia (AEL) sensitive to demethylating agents. Information gained from this model expand our knowledge on the biology of AEL and may help to design new rational treatments for patients suffering from this high-risk leukemia.

## Methods

### Mouse strains

Mice were bred and housed by the “Service center of Preclinical Research” of Perugia’s animal house facility, and mouse manipulations were performed according to the protocol reviewed and approved by the Italian Health Ministry (generation on Supplementary Methods).

### Peripheral blood counts

Mice were anesthetized with isoflurane followed by retro-orbital bleeding. Peripheral blood (PB) was taken into glass capillary tubes. Complete blood count was performed using an XE-2100 hematology automated analyzer (Dasit).

### Flow Cytometry and Cell Sorting

Bone marrow, spleen, and PB cells were stained with antibodies from eBioscience (see list on Supplementary Methods). Cell acquisition and analysis were performed on BD FACS CANTO and BD FORTESSA. Sorting experiments (LSK and MEP subpopulations) were performed using the FACS AriaIII cell sorter. Gates were drawn to exclude nonviable cells and debris. Part of the flow cytometry data was analyzed with FlowJo software (Tree Star, Ashland, OR).

### Histology and cytospins

BM, spleen, liver, kidney, lung, and spinal cord were harvested from moribund mice. Spinal cord was decalcified, then spleen, liver, kidney, lung, and spinal cord were paraffin embedded, and sections were stained with hematoxylin and eosin and cytospins were stained with Giemsa. Cytospins of BM and spleen were performed both before and after red blood cell (RBC) lysis.

### Gene expression profiling and accession numbers

Total RNA was extracted from LSK and MEP BM cells using an RNA extraction kit (RNeasy plusMicro kit, Qiagen) and samples analyzed for Gene Expression Profiling. Starting from the results of the differential analysis, the comparisons of all three mutated genotypes with the wild type were taken into consideration and the genes were filtered considering only those with a *p* value < 0.05 and an absolute fold change value >1.5.

The three resulting lists were compared to evaluate both common and exclusive genes for each genotype. To show these similarities and differences we have resorted to Venn diagrams (GSE158018).

### In vivo treatments

Mice were treated through intra-peritoneal injections with a maximum tolerated dose of the demethylating agent 5-aza-2’-deoxycytidine DEC (2.5 mg/kg, every 3 days 5 doses) and Cytarabine ARA-C (50 mg/kg for 6 days).

### Immunoblotting analysis

Gata1 protein was detected by western blot analysis on lysates from 1 to 2 × 10^6^ cells with an anti-rat primary antibody against GATA-1 (N6) clone sc-265 (Santa Cruz biotechnology). After washing, blots were incubated with HPR-conjugated secondary antibody anti-IgG (Sigma). Mouse a-tubulin antibody was used as control and obtained from Sigma.

## Results

### Loss of *Bcor* induces red blood cells changes and expansion of the megakaryocyte compartment

We generated a conditional knockout mouse model in which *Bcor* deletion mimics truncating *Bcor* mutations observed in AML. Our *Bcor* conditional knockout mouse model was developed deleting exons from 8 to 10, resulting in frameshift and premature stop codon in exon 11. Originated mRNA preserves the polyA tail but is extremely unstable due to the presence of five splicing junctions between the STOP codon and the polyA tail (Supplementary Fig. 1A, B). To test the impact of *Bcor* deletion in adult hematopoiesis, mutant mice were crossed with *Mx1-Cre* mice carrying an interferon-inducible Cre recombinase transgene under an hematopoietic stem cell promoter. PCR genotyping of the offspring allowed the identification of both the wild type and mutant alleles from tails DNA (Supplementary Fig. 1Ci) and the recombination of loxP-containing target alleles in *Bcor-flox/flox*-*Cre* + BM after pIpC induction of the Cre (Supplementary Fig. 1Cii). To confirm that the induced *Mx1-Cre* + *Bcor* mutant mice did not express *Bcor* mRNA, RNA from BM Lin-Sca+c-Kit + (LSK) was reverse transcribed and amplified by PCR. *Bcor* mRNA was not detectable by this method in *Bcor-flox/flox*-*Cre* + *(Bcor*^*−/−*^) homozygous and *Bcor-flox/Y*-*Cre* + *(bcor*^*−/−*^) hemyzigous mice (Supplementary Fig. 2Ai). Western blot analysis of BM lin- cells from *Bcor-flox/flox*-*Cre* + *(Bcor*^*−/−*^) homozygous and hemyzigous demonstrated loss of Bcor protein (Supplementary Fig. 2Aii).

To determine the effect of *Bcor* loss in mice hematopoietic system, we performed serial complete blood counts that showed leukopenia (mainly due to B-cell lymphopenia (Supplementary Fig. 3Ai–v), red blood cells’ (RBC) reduction (Fig. 1Ai) with increased mean corpuscle volume (MCV) (Fig. 1Aii), and platelet counts’ progressive increase (Fig. 1Aiii; Supplementary Fig. 3B, C). Resulting thrombocytosis derived from the accumulation of both megakaryocytic-erythroid (MEP, Lin^−^/Sca1^−^/Kit^+^CD34^−^FCyRII/III^lo/−^) and megakaryocytic progenitors (MkPs, Lin–c-Kit+Sca-1–CD150 + CD41+) (Fig. 1Bi–iii;) relied on a decrease of apoptosis (Fig. 1Biv) within BM cavity. To assess the impact of *Bcor* loss on survival, we monitored our mice cohort for an extended period (18 months). Although Kaplan-Meier analyses showed low survival of *Bcor* null mice (Fig. 1Ci), post-mortem pathological examinations did not reveal any leukemia infiltration in hematopoietic organs (BM, liver, spleen) (Fig. 1Cii). Taken together, these data confirmed that *Bcor* loss negatively influences mice survival by specifically subverting normal hematopoietic compartments and PB output. The absence of a frank acute leukemia phenotype clearly suggested the need of additional cooperative leukemogenic events.

**Fig. 1:**
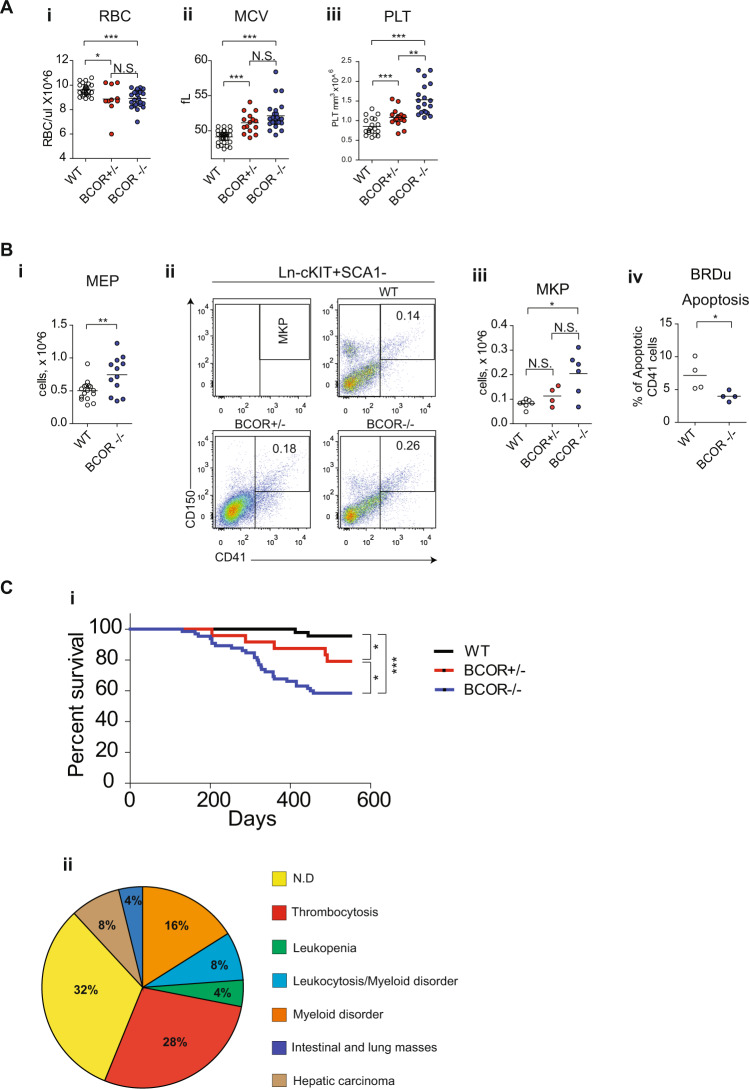
Loss of *Bcor* induces hematopoietic changes in mice. **A** RBCs count (i) mean corpuscolar volume (MCV) (ii) and platelets count (iii) in PB of *Bcor*^*−/−*^, *Bcor*^*+/−*^ and WT from 12 months old mice. **B** (i) Megakaryocyte-erythroid progenitors (MEP Lin − /Sca1-/Kit+CD34-FCgRII/IIIlo/-) in BM of *Bcor*^*−/−*^ and WT 6 months old mice. (ii) Representative flow-cytometric analysis of immature megakaryocytic compartments, megakaryocyte progenitor (MkP) and total number of MkP (iii) in BM of *Bcor*^*−/−*^, *Bcor*^*+/−*^ and WT mice. (iv) total number of CD41 + cells in BM of *Bcor*^*−/−*^, *Bcor*^*+/−*^ and WT 6 months old mice. (iv) Apoptosis in CD41 cells in WT and *Bcor*^*−/−*^ 3 months old mice. 1 × 10^6^ cells from BM were plated for 6 h in RPMI + BRDU, than counted and stained. **C** (i) Kaplan–Mayer plot of mouse survival according to the indicated genotypes (*n* = 44 WT,19 *Bcor*^*+/−*^, 37 *Bcor*^*−/−*^*)*. (ii) Pie charts showing the different causes of mortality: 56% of deaths occurred in the *Bcor* mutant cohort in the presence of well-defined hematological abnormalities. In the remaining mice, pathological examinations were consistent with the occurrence of hepatic carcinoma (8%), intestinal/lung tumors (4%), possibly due to Cre-recombinase leakiness. Notably, 32% of deaths were of unknown origin. *p < 0.05, **p < 0.01; ***p < 0.001 unpaired *t*-test with Welch’s correction.

### *Bcor* and *Dnmt3a* loss induces a highly penetrant acute erythroid leukemia (AEL)

We crossed *Bcor* (*Bcor*^*−/−*^) and *Dnmt3a* (*Dnmt3*^*−/−*^) conditional knockout mice with *Mx1-Cre* transgenic mutant to generate *Bcor*^*−/−*^*Dnmt3a*^*−/−*^double knockout mice, single ko *Bcor*^*−/−*^and *Dnmt3*^*−/−*^ mice expressing *Mx1-Cre* and mice with untargeted genes as wild type controls.

*Bcor*^*−/−*^*Dnmt3a*^*−/−*^ mice developed a fully penetrant and lethal leukemic phenotype with a median survival of 135 days (range from 59 to 234 days), significantly shorter than the other groups (Fig. 2A). Interestingly, we found a *Bcor* deletion both in the single knockout and in the leukemic double *Bcor*^*−/−*^*Dnmt3a*^*−/−*^ knockout mice (Supplementary Fig. 4A), while regarding to *Dnmt3a*, the deletion by Mx1Cre was partial in *Dnmt3a*^*−/−*^ knockout, while its complete loss occurred only in double mutant leukemic mice. Interestingly, in preleukemic mice we detected a strong but not the complete loss of Dnmt3a expression. This suggests that the *Bcor* absence may influence the loss of the *Dnmt3a* gene (Supplementary Fig. 4B, C).

**Fig. 2:**
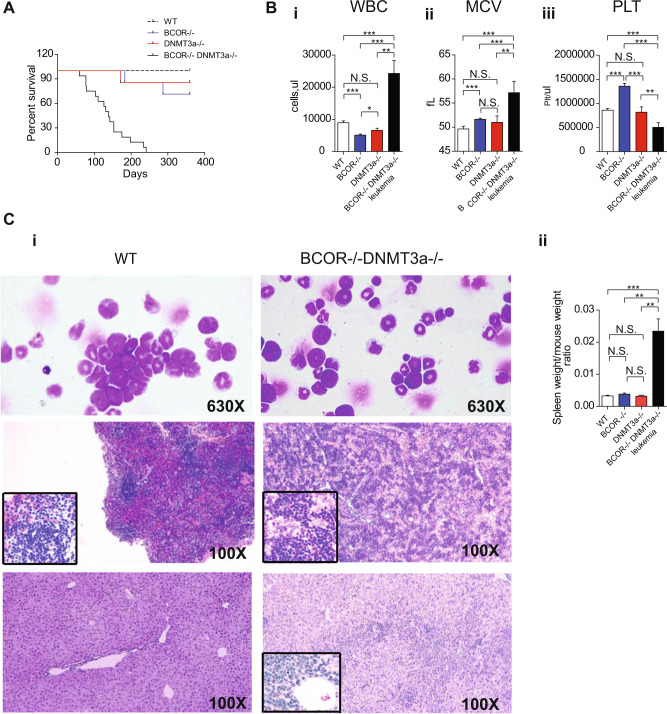
*Bcor* and *Dnmt3a* loss induces a fully penetrant Acute Erythroid Leukemia (AEL). **A** Kaplan–Mayer plot of mice survival according to the indicated genotypes (*n* = 8 to 24 per genotype) *Bcor*^*−/−*^*Dnmt3a*^*−/−*^ mice display a median survival of 135 days (p < 0.0001, Logrank Test). **B** WBCs number (i) and MCV (ii) values in *Bcor*^*−/−*^ *Dnmt3a*^*−/−*^ leukemic mice compared to other control. (iii) Platelets number in *Bcor*^*−/−*^, *Dnmt3a*^*−/−*^, *Bcor*^*−/−*^*Dnmt3a*^*−/−*^ and WT in PB of 3/4 months old mice. **C** i BM cytospin (top panel) hematossilin and eosin of the spleen (middle panel) and liver (bottom panel) in *Bcor*^*−/−*^, *Dnmt3a*^*−/−*^ and WT control mice, showing the blasts infiltration. ×600 of magnification. ii Spleen weight to total body weight ratio in the indicated genotypes. Spleen ratio in *Bcor*^*−/−*^*Dnmt3a*^*−/−*^ (*n* = 9) mice was two fold greater than in *Dnmt3a*^*−/−*^(*n* = 4), *Bcor*^*−/−*^ (*n* = 6) and WT control (*n* = 8) (0.03378 ± 0.0077 and 0.0025 ± 0.000022 vs 0.0042 ± 0.00036 and 0.0035 ± 0.0026 *p* < 0.001 by one-way ANOVA analysis). *p < 0.05, **p < 0.01; ***p < 0.001 unpaired *t*-test with Welch’s correction.

The leukemia diagnosis was primarily based on the presence of leukocytosis and marked macrocytic anemia (Fig. 2Bi, ii). Moreover, the compound mutants showed a consistent drop in platelets number (about 50%) comparing to the preleukemic phase. Conversely, in the other genotypes, platelet numbers remained stable during the entire follow-up period (Fig. 2Biii).

Consistently with the diagnosis of acute leukemia, BM, PB, and spleen cytospins showed an expansion of nucleated cells with blastic appearance (Fig. 2Ci, top panel, Supplementary Fig. 5ai, ii). The latter was also supported by the presence of paraspinal masses (Supplementary Fig. 5Bi, ii). Disease aggressiveness was confirmed by multiple organ infiltration (including lung, liver, and spleen) and the monotonous blastic populations that partially subverted the local tissue architecture (Fig. 2Ci, ii, middle panel/bottom panel and Supplementary Fig. 5Ci, ii). Flow cytometric analysis demonstrated that leukemic cells co-expressed Ter119 and c-Kit (Fig. 3A), clearly indicating they belonged to the erythroid cell lineage and supporting the diagnosis of acute erythroid leukemia (AEL).

**Fig. 3:**
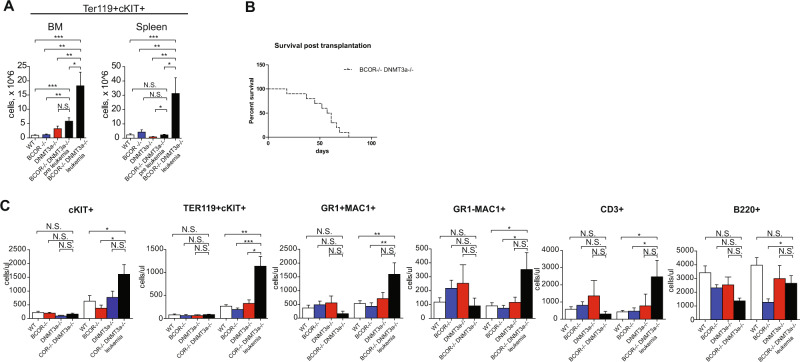
Bcor^*−/−*^Dnmt3a^*−/−*^*shows a* progressive expansion of immature erytrhoid cells populations. **A** TER119 + cKIT+ number of cells in BM (left) and spleen (right) in *Bcor*^*−/−*^*Dnmt3a*^*−/−*^ leukemic mice and preleukemic compared to other control of 3/4 months old mice (*n* = 9, 6, 7, 6, 7). **B** Kaplan–Mayer plot of mice transplanted with 3 × 10^6^ *Bcor*^*−/−*^*Dnmt3a*^*−/−*^ leukemic cells *n* = 12. **C** Total number of cKIT+, Ter119+cKIT+, GR1 + MAC1+, MAC1 + GR−, CD3 and B220+, pre PipC and 3 months post PipC induction in PB of *Bcor*^*−/−*^*Dnmt3a*^*−/−*^, *Bcor*^*−/−*^, *Dnmt3a*^*−/−*^ and WT control (pre *n* = 8,4,4,7; post *n* = 14,8,7,18). *p < 0.05, **p < 0.01; ***p < 0.001 unpaired *t*-test with Welch’s correction.

This AEL phenotype was transplantable up to 9 secondary recipients, which developed a lethal AEL with a median survival of 59 days (range 18–78 days) (Fig. 3B). These secondary recipients displayed similar phenotypic characteristics of the primary tumor. Furthermore, the self-renewal capability of the *Bcor*^*−/−*^*/Dnmt3a*^*−/−*^ BM cells was evaluated in replating experiments using colony-forming unit assay (CFU) demonstrating that double knockout cells can regenerate for long time period as compared to other groups (Supplementary Fig. 6).

### *Bcor* and *Dnmt3a* loss induces a displacement towards the erythroid profile starting from early leukemia stages

To better understand the cellular effects of *Bcor* and *Dnmt3a* loss in vivo, we analysed PB and BM samples of unmutated, single and double knockout mice at both early and overt leukemia stages.

At leukemia onset, it was observed an expansion of white blood cells (WBC) in *Bcor*^*−/−*^*Dnmt3a*^*−/−*^ due to increased numbers of Gr1 + Mac1+ granulocytes, Gr1+Mac- monocytes and CD3 + lymphocytes together with a progressive expansion of a population of immature cells co-expressing c-Kit and the erythroid marker Ter119 (Fig. 3C). Double knockout mice exhibited a constant increase of WBC count and a drop in the hemoglobin levels (not shown) associated with an increased MCV (Fig. 4A). However, while *Bcor*^*−/−*^ mice showed a progressive increase of platelets counts, the *Bcor*^*−/−*^*Dnmt3a*^*−/−*^ mutant only showed an initial expansion followed by a significant decline associated with leukemic phase (Fig. 4B).

**Fig. 4:**
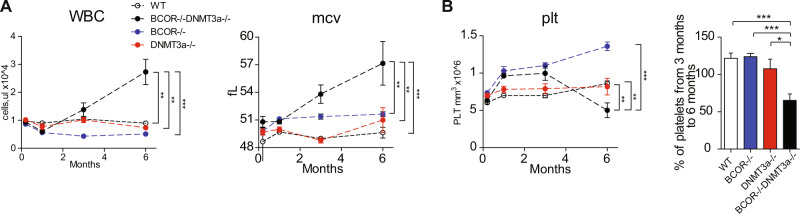
*Bcor*^*−/−*^*Dnmt3a*^*−/−*^ mice develop thrombocytopenia at leukemic phase. **A** Changes in WBC counts (left) and MCV (right) of *Bcor*^*−/−*^*Dnmt3a*^*−/−*^, *Bcor*^*−/−*^, *Dnmt3a*^*−/−*^and WT control during six months. **B** Changes in platelets number (left) and Platelets Ratio between 3 and 6 months (right) of *Bcor*^*−/−*^*Dnmt3a*^*−/−*^, *Bcor*^*−/−*^, *Dnmt3a*^*−/−*^, and WT control during 6 months. *p < 0.05, **p < 0.01; ***p < 0.001 unpaired *t*-test with Welch’s correction.

Cellular alterations of BM and spleen were analysed 2–3 months after activation of conditional mutations in all genotypes to investigate early leukemic stages. For comparison, we included in the analysis *Bcor*^*−/−*^*Dnmt3a*^*−/−*^ mice developing leukemia 4–6 months after pIpC induction of the Cre-recombinase. Lin^−^/Sca1^+^/Kit^+^ (LSK) stem cell compartment examination revealed a significant accumulation of long term hematopoietic stem cells (LT-HSC Lin^−^/Sca1^+^/Kit^+^CD34^lo/−^FLT3^−^) in leukemic *Bcor*^*−/−*^*Dnmt3a*^*−/−*^ BM compared to other groups, a feature not found at early leukemic stages (Fig. 5Ai, ii Supplementary Fig. 7).

**Fig. 5:**
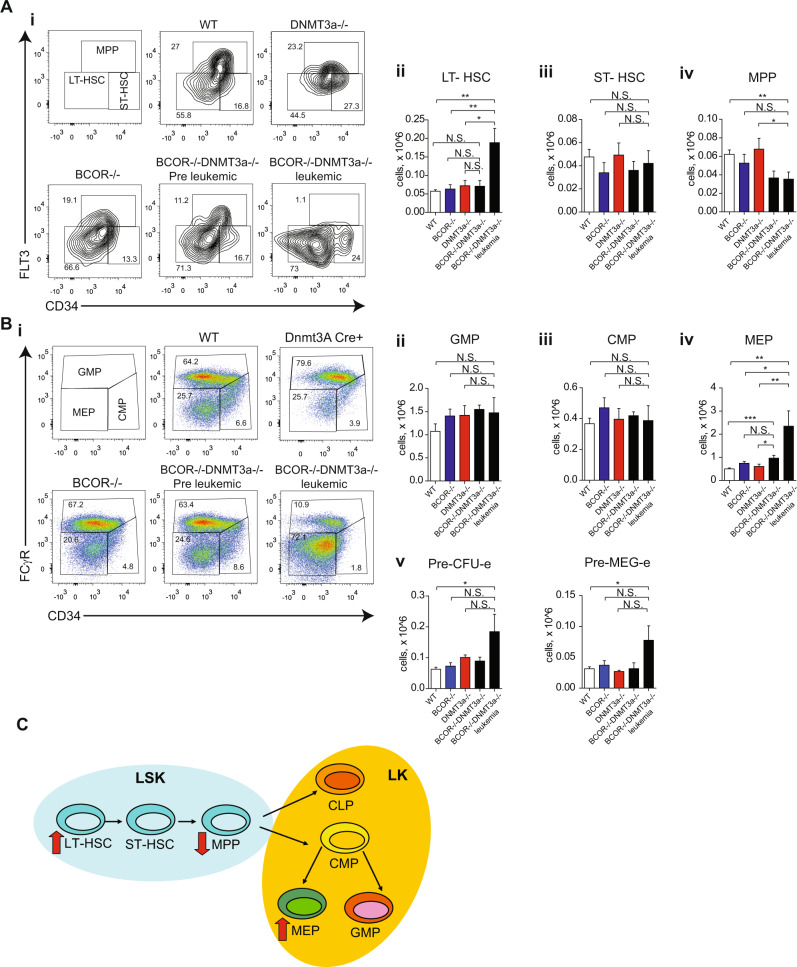
Compound *Bcor* and *Dnmt3a* loss induce a strong displacement toward the erythroid profile in mice. **A** Representative flow-cytometric analysis (i) of stem cell compartment, long term hematopoietic stem cells (LT-HSC Lin^−^/Sca1^+^/Kit^+^CD34l^o/−^FLT3^-^), short term hematopoietic stem cells (ST-HSC Lin^−^/Sca1^+^/Kit^+^CD34^+^FLT3^-^) and multipotent progenitors (MPP Lin^−^/Sca1^+^/Kit^+^CD34^+^FLT3^+^) in BM of *Bcor*^*−/−*^*Dnmt3a*^*−/−*^, *Bcor*^*−/−*^, *Dnmt3a*^*−/−*^and WT mice. Total number (Right panel) of LT-HSC (ii), ST-HSC (iii) and MPP (iv) in BM of *Bcor*^*−/−*^*Dnmt3a*^*−/−*^, *Bcor*^*−/−*^, *Dnmt3a*^*−/−*^and WT mice. **B** Representative flow-cytometric analysis (i) of progenitors cell compartment, granulocyte-macrophage progenitors (GMP Lin^−^/Sca1^−^/Kit^+^CD34^+^FCgRII/III^+^), common-myeloid (CMP Lin^−^/Sca1^−^/Kit^+^CD34^+^FCgRII/III^−^) and megakaryocyte-erythroid progenitors (MEP Lin^−^/Sca1^−^/Kit^+^CD34^−^FCgRII/III^lo/−^) in BM of *Bcor*^*−/−*^*Dnmt3a*^*−/−*^, *Bcor*^*−/−*^, *Dnmt3a*^*−/−*^and WT mice. Total number of GMP (ii), CMP (iii) and MEP (iv) in BM of *Bcor*^*−/−*^*Dnmt3a*^*−/−*^, *Bcor*^*−/−*^, *Dnmt3a*^*−/−*^ and WT mice. (*n* = 16, 12, 10, 9) (v) Total number of (Pre-MegE Lin^−^/FCgRII/III^−^ CD150^+^CD105^−^) and Pre-CFUe (Lin^−^/FCgRII/III^-^ CD150^+^CD105^+^) in BM of *Bcor*^*−/−*^*Dnmt3a*^*−/−*^, *Bcor*^*−/−*^, *Dnmt3a*^*−/−*^ and WT mice. (*n* = 16, 12, 10, 9) **C** Summary of BM hemopoietic development in mice; red arrows indicate the deregulated populations. *p < 0.05, **p < 0.01; ***p < 0.001 unpaired *t*-test with Welch’s correction. .

Short term hematopoietic stem cells (ST-HSC Lin^−^/Sca1^+^/Kit^+^CD34^+^FLT3^−^) were markedly lower only in *Bcor*^*−/−*^ genotype. Multipotent progenitors (MPP Lin^−^/Sca1^+^/Kit^+^CD34^+^FLT3^+^) were lower in double mutant mice both at early and overt leukemic stages. However, statistical significance was only reached when MPPs numbers were compared to wild type animals (Fig. 5Aiii, iv). The analysis of changes occurring during lineage commitment and maturation revealed a striking 5-fold increase of megakaryocyte-erythroid progenitors (MEP Lin^−^/Sca1^−^/Kit^+^CD34^−^FCgRII/III^lo/−^) in preleukemic and leukemic *Bcor*^*−/−*^*Dnmt3a*^*−/−*^ mice (Fig. 5Bi, iv). Accordingly, only leukemic mice displayed a marked expansion of other more committed erythroid-restricted progenitors including the bipotent pre-megakaryocyte erythrocyte (Pre-MegE Lin^−^/FCgRII/III^−^ CD150^+^CD105^−^) and Pre-CFUe (Lin^−^/FCgRII/III^−^ CD150^+^CD105^+^) (Fig. 5Bv).

Given the erythroid skewing of HSC differentiation of *Bcor*^*−/−*^*Dnmt3a*^*−/−*^ mice, we used CD71 and Ter119 staining to further characterize later downstream stages of RBCs development within the BM. Our data demonstrated an accumulation of proerythroblasts both at preleukemic and leukemic stages, while the increase of early basophilic, late basophilic, chromatophilic, and orthochromatophilic erythroblasts was detected only in double knockout leukemic mice (Supplementary Fig. 8A).

Altogether, these data suggest that the development of overt leukemia is predated by changes in the composition of hematopoietic stem/progenitor cells compartment, more detectable among myeloid and erythroid progenitors (Fig. 5C).

No significant differences emerged in total number of different myeloid committed progenitors including granulocyte-macrophage (GMP Lin^−^/Sca1^−^/Kit^+^CD34^+^FCgRII/III^+^), common-myeloid (CMP Lin^−^/Sca1^−^/Kit^+^CD34^+^FCgRII/III^−^) (Fig. 5Bii, iii) and pre-granulocyte-monocyte progenitors (Pre-GM Lin^−^/FCgRII/III^−^ CD150^−^CD105^−^), as well as more mature BM granulocytes and monocytes, among all littermate groups (data not shown).

### *Bcor* and *Dnmt3a* loss determines altered GATA factor switching and changes of p53 family members in LSK and MEP compartments

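Total RNA was extracted from LSK and MEP cells of the BM, and polyA RNA was sequenced on an Illumina platform. The authors deposited, for each cell type, the FPKM (fragments per kilobase of transcript, scaled to the mapped fragments) of 24315 genes in 10 libraries. Of these libraries 3 are labelled wild type (WT), 3 *Dnmt3a*-/-, 2 *Bcor*-/- and 2 *Bcor*-/-*Dnmt3a*-/-, while the legend of Fig. 6 gives 3 mice for each genotype. The label of 1 *Bcor*-/- library of each cell type names 2 mice, and the labels give no disease stage for the *Bcor*-/-*Dnmt3a*-/- mice. LSK and MEP libraries came from the same mice. The FPKM were used as deposited and were already scaled to each other, since the median log2 ratio to the gene means lay between -0.01 and 0.01 in every LSK library and between -0.02 and 0.00 in every MEP library. Neither read counts nor depths are given, so the sequencing depth is unknown. The commonest ratio of values under 0.2 FPKM, where single fragments form steps, put the depth of the libraries at 0.79 to 1.32 times that of WT replicate 1 in LSK and at 1.00 to 1.61 times in MEP. Values were analyzed as log2(FPKM + 1) for the 11952 genes of LSK and the 10933 genes of MEP with a mean of at least 1 FPKM over the 10 libraries, and all 4 genotypes of a cell type entered one limma model with a mean-variance trend. A gene was called differentially expressed at an unadjusted p under 0.05 and a fold change above 1.5, the thresholds of the paper's methods, which name neither the test nor an adjustment. Adjusted p-values are Benjamini-Hochberg values of limma's two-sided test over the tested genes of the cell type. With 2 libraries against 3, an exact permutation test cannot give a p below 0.1. The RNA of the deleted genes was checked against the labels. *Bcor* had 22.4 and 23.2 FPKM in *Bcor*-/- LSK and 24.0 and 37.4 in *Bcor*-/-*Dnmt3a*-/- LSK, against 32.4, 31.1 and 29.5 in WT. *Dnmt3a*, which an antisense gene overlaps, had 16.9, 14.0 and 11.3 FPKM in *Dnmt3a*-/- LSK and 10.4 and 10.9 in *Bcor*-/-*Dnmt3a*-/- LSK, against 19.8, 16.1 and 17.2 in WT. It was also below every WT library in *Bcor*-/- LSK, whose label names no *Dnmt3a* deletion, at 13.9 and 14.1 FPKM. In LSK the lower RNA therefore does not follow the label. In MEP, *Dnmt3a* had 6.11, 5.49 and 6.64 FPKM in WT. All *Dnmt3a*-/- libraries lay below these, at 5.40, 2.97 and 2.56, and both *Bcor*-/- libraries above them, at 7.56 and 7.65. The *Bcor*-/-*Dnmt3a*-/- libraries had 6.85 and 3.44, so that 1 of them lay above every WT library. *Bcor* in MEP had 19.5 and 22.4 in *Bcor*-/-, 19.6 and 26.7 in *Bcor*-/-*Dnmt3a*-/- and 26.9, 21.3 and 22.4 in WT, with overlap. Neither RNA was lost by these values. Values for whole genes do not separate deleted exons from the rest of a transcript. They therefore do not settle the genotypes, and those of the labels were used. The paper reports no *Bcor* mRNA by PCR in *Bcor*-/- LSK and, by western blot, loss of the protein in lineage-negative BM cells. It describes the *Dnmt3a* deletion as partial in *Dnmt3a*-/- mice and complete only in leukemic double knockout mice.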

Next, we performed RNA-seq experiments to get insight on the molecular changes of *Bcor* and *Dnmt3a* cooperation in AEL development. We performed a meta-analysis of the differentially regulated genes from the following pairwise comparisons: leukemic *Bcor*^*−/−*^*Dnmt3a*^*−/−*^ vs wild type, *Bcor*^*−/−*^ vs wild type, *Dnmt3a*^*−/−*^ vs wild type. Moreover, we searched for significant two-way and three-way overlaps among the differentially expressed gene lists. Analysis was done on both LSK and MEP populations, given the significant expansion of these cells in the BM of leukemic mice.

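The *Bcor*-/-*Dnmt3a*-/- libraries differed from each other more than the replicates of any other genotype. Across the tested genes, which are not independent replicates, Pearson's r between both *Bcor*-/-*Dnmt3a*-/- libraries was 0.849 in LSK and 0.815 in MEP, against at least 0.973 and 0.971 between replicates of the other genotypes. In LSK, 3383 genes were differentially expressed between *Bcor*-/-*Dnmt3a*-/- and WT, or 28.3% of those tested. In MEP the number was 3376, or 30.9%. With the Benjamini-Hochberg adjusted p in place of the unadjusted one, the counts were 2836 and 2751. The alternative that moved the MEP count most among those that kept both thresholds, a limma fit that estimates 1 variance per genotype, was chosen after the spread of the *Bcor*-/-*Dnmt3a*-/- libraries had been seen. It gave 2513 genes in LSK and 1980 in MEP, of which 2486 and 1933 were among those above, and with the adjusted p it left 1018 and 48. The *Bcor*-/- libraries differed from WT in 1581 genes in LSK and 302 in MEP, of which 690 and 7 passed with the adjusted p. The *Dnmt3a*-/- libraries differed from WT in 53 genes in LSK and 45 in MEP, and none of these passed with the adjusted p of the same fit. With 1 variance per genotype the *Bcor*-/- counts were 1951 in LSK and 482 in MEP, or 1624 and 189 with the adjusted p, and the *Dnmt3a*-/- counts were 121 and 78, or 4 and 1 with the adjusted p. Between *Dnmt3a*-/- and WT, 156 LSK genes and 225 MEP genes had an unadjusted p under 0.05 at any fold change, where chance alone gives 597.6 and 546.65. The fit shares 1 spread among all genotypes. In simulated data, a wider spread of the *Bcor*-/-*Dnmt3a*-/- libraries lowered the genes called in this contrast, left unchanged, from 204 to 128 in LSK. In MEP they fell from 211 to 140. The low numbers are therefore no evidence that *Dnmt3a* loss had no effect.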

*Bcor*^*−/−*^*Dnmt3a*^*−/−*^ LSK and MEP showed a large number of differentially expressed genes (560 and 269, respectively). Within LSK population, 106/560 were upregulated and 454/560 were downregulated (Fig. 6Ai, Table S1) while, within MEP compartment 133/269 were upregulated and 136/269 downregulated (Fig. 6Ai, Supplementary Fig. 9A, Table S2). 

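Of the genes called in *Bcor*-/-*Dnmt3a*-/- LSK, 1793 were higher and 1590 lower than in WT, and of those called in MEP, 2019 were higher and 1357 lower. The balance depended on the scaling. After quantile normalization 1565 genes were higher and 1910 lower in LSK, and 1461 higher and 2277 lower in MEP, where this normalization moved the median log2 fold change of all tested genes from 0.02 to -0.17. The genes with the largest differences among those with an adjusted p under 0.05 and no overlap between *Bcor*-/-*Dnmt3a*-/- and WT libraries are given next. In LSK the 5 largest increases were *Hbb-b1*, *Hba-a1*, *Snora64*, *Hbb-b2* and *Alas2*. *Hbb-b1*, a beta globin gene whose reads may be shared with its near-identical paralogs, rose from 14.1, 34.8 and 57.8 FPKM in WT to 2825 and 12338 in *Bcor*-/-*Dnmt3a*-/-, a log2 fold change of 7.54 (standard error 0.68, adjusted p = 0.00011). *Alas2*, the erythroid enzyme of heme synthesis, had a log2 fold change of 6.71 (standard error 0.51, adjusted p = 6.2e-05). *Snora64*, a small nucleolar RNA, is listed at 0 in every WT LSK library and at 117 and 134 FPKM in *Bcor*-/-*Dnmt3a*-/-. It is also listed at 275, 216 and 83.4 FPKM in *Dnmt3a*-/- LSK and at 0 and 80.5 in *Bcor*-/- LSK. In WT MEP it is listed at 0, 0 and 100.5. Its rise is therefore not specific to *Bcor*-/-*Dnmt3a*-/- and rests on listed values of 0. Limma's adjusted p for it reached 0.16 over the alternatives. The 5 largest decreases in LSK were *Adgrl4*, *Cd34*, *Angpt1*, *Slc22a3* and *Hlf*, with log2 fold changes from -5.22 to -4.29. *Cd34* fell from 649.7, 551 and 548 FPKM in WT to 5.87 and 37.3 in *Bcor*-/-*Dnmt3a*-/-. In MEP the 5 largest increases were *Alas2*, *Hba-a1*, *Hbb-b2*, *Chil3* and *Apol11b*, with log2 fold changes from 5.18 to 6.14, and the 5 largest decreases were *Pf4*, *Spon2*, *Fam132a*, *Zg16* and *Dntt*, from -3.99 to -3.35. The *Bcor*-/-*Dnmt3a*-/- libraries stood far apart for several of these genes in MEP. *Hba-a1* had 1055 and 55204 FPKM in them, against 109.7 to 279.8 in WT. *Alas2* had 88.3 and 4392, *Hbb-b2* 705 and 30050 and *Fam132a* 124.6 and 8.46. With each library left out, log2 fold changes were 3.33 to 8.95 for *Alas2*, 2.93 to 8.34 for *Hbb-b2* and -5.51 to -1.78 for *Fam132a*.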

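Between the genes called in *Bcor*-/-*Dnmt3a*-/- LSK and those called in *Bcor*-/- LSK, 772 were shared, where 447.5 were expected from the sizes of both lists (two-sided Fisher's exact test, p = 1.9e-77). In 626 of them the change had the same direction, 271 up and 355 down, and in 146 it was opposite. In MEP 189 genes were shared, with 93.3 expected (two-sided Fisher's exact test, p = 1.7e-30), and the change had the same direction in 73 genes that were higher and 94 that were lower. Both lists were drawn against the same 3 WT libraries, so they are not independent. With the adjusted p, 292 genes were shared in LSK and 7 in MEP. The lists of all 3 genotypes shared 7 genes in LSK, with 1.98 expected, and 9 in MEP, with 0.384 expected, and no gene was shared by all 3 with the adjusted p. The direction was the same in all 3 genotypes for 2 of the 7 LSK genes, both higher than in WT. It was the same for 5 of the 9 MEP genes, 3 of them higher and 2 lower.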

There were 35 genes for LSK and 17 for MEP transcripts commonly altered between *Bcor*^*−/−*^*Dnmt3a*^*−/−*^ and *Bcor*^*−/−*^, on the other hand, there were no transcripts commonly altered in all pairwise comparisons with *Dnmt3a*^*−/−*^ (Fig. 6Ai and Supplementary Fig. 9A).

**Fig. 6:**
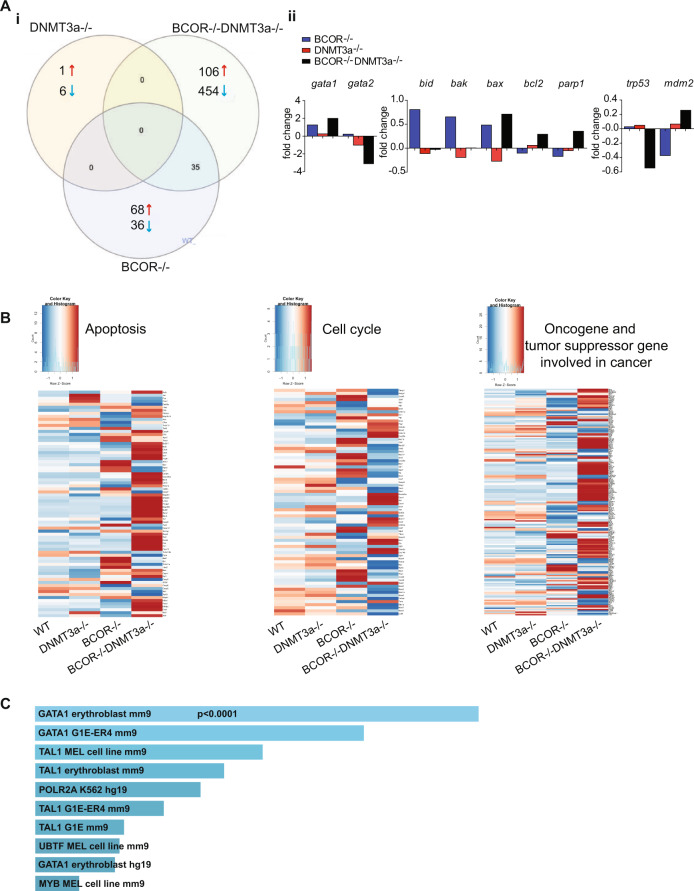
Deregulated genes in *Bcor*^*−/−*^*Dnmt3a*^*−/−*^ leukemia. **A** (i) Overlap of differently gene expression (RNAseq) in the LSK cells of *Bcor*^*−/−*^*Dnmt3a*^*−/−*^, *Bcor*^*−/−*^, *Dnmt3a*^*−/−*^compared to WT control (*n* = 3 mice for each genotype). (ii) mRNA expression in the LSK cells of the indicated genotypes for the most up- and downregulated genes. **B** Heatmaps of apoptosis pathway (left), cell cycle (middle), cancer (right) in LSK cell for the indicated genotype. **C** Enrichr bar plot (https://amp.pharm.mssm.edu/Enrichr/). Bars represent the proportion of genes upregulated in both human AEL samples (*n* = 137) and *Bcor*^*−/−*^*Dnmt3a*^*−/−*^ LSK (*n* = 3) whose promoter is bound by the indicated transcription factor.

Interestingly, GATA1 scored as one of the most upregulated genes in LSK compartment in line with an aberrant erythroid skewing originating in the hematopoietic compartment of leukemic mice. 

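*Gata1*, which encodes an erythroid and megakaryocytic transcription factor, lies on chromosome X of GRCm38 from 7959260 to 7978071, by the GENCODE annotation. Its FPKM in LSK were 7.83, 12.1 and 12.9 in WT, 11.4, 13.7 and 14.0 in *Dnmt3a*-/-, 18.0 and 34.3 in *Bcor*-/- and 44.1 and 43.5 in *Bcor*-/-*Dnmt3a*-/-. The mean was 43.8 ± 0.418 (SD, n = 2) in *Bcor*-/-*Dnmt3a*-/- and 10.9 ± 2.72 (SD, n = 3) in WT. The log2 fold change was 1.93 (standard error 0.27, adjusted p = 0.00091), and both *Bcor*-/-*Dnmt3a*-/- libraries lay above every WT library (exact permutation test, two-sided, p = 0.1, the smallest this design allows). Over the 11 genes the paper names for these data, the adjusted p was 0.00028. Leaving out each library in turn moved the log2 fold change between 1.73 and 2.06. Among the alternatives, the fit with 1 variance per genotype changed the test most, to an adjusted p of 0.058 at the same log2 fold change. By log2 fold change *Gata1* ranked 433 among the genes called higher in *Bcor*-/-*Dnmt3a*-/- LSK. *Gata1* was also higher in *Bcor*-/- LSK, with a log2 fold change of 1.14 (standard error 0.27, adjusted p = 0.04). *Klf1*, an erythroid transcription factor gene of Table 1, had 1.96, 4.96 and 6.05 FPKM in WT LSK and 52.0 and 35.3 in *Bcor*-/-*Dnmt3a*-/-, a log2 fold change of 3.14 (standard error 0.42, adjusted p = 0.00078), and ranked 130. As a set, 36 tested erythroid genes had a median log2 fold change of 3.19 in *Bcor*-/-*Dnmt3a*-/- LSK, with 34 of them higher (limma's camera test with an inter-gene correlation of 0.01, adjusted p = 8.8e-21 over 69 tests of sets). With the correlation estimated from the data, the unadjusted p of this set was 0.030 and the adjusted p 0.56.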

In these cells, GATA2 levels were highly downregulated (Fig. 6Aii) proving further evidence of an altered switching of GATA factors as a driving event in *Bcor*^*−/−*^*Dnmt3a*^*−/−*^ mice with AEL (Table S1). 

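*Gata2*, which encodes a transcription factor of stem and progenitor cells, lies on chromosome 6 of GRCm38 from 88193891 to 88207032. Its FPKM in LSK were 54.7, 54.1 and 74.5 in WT, 74.2, 65.1 and 73.7 in *Dnmt3a*-/-, 33.5 and 26.8 in *Bcor*-/- and 3.74 and 10.1 in *Bcor*-/-*Dnmt3a*-/-. The log2 fold change between *Bcor*-/-*Dnmt3a*-/- and WT was -3.08 (standard error 0.31, adjusted p = 0.00019), and both *Bcor*-/-*Dnmt3a*-/- libraries lay below every WT library (exact permutation p = 0.1). Each library left out in turn gave values from -3.70 to -2.46. With 1 variance per genotype the adjusted p was 0.0019. *Gata2* ranked 37 among the genes called lower in *Bcor*-/-*Dnmt3a*-/- LSK. In *Bcor*-/- LSK the log2 fold change was -0.99 (standard error 0.31, adjusted p = 0.089), and in *Dnmt3a*-/- LSK it was 0.23 (standard error 0.28, adjusted p = 1). From the higher *Gata1* and the lower *Gata2*, the paper reasons that GATA factor switching is altered in the mice with AEL, and it describes this switch as a driving event.

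**Figure D1:**
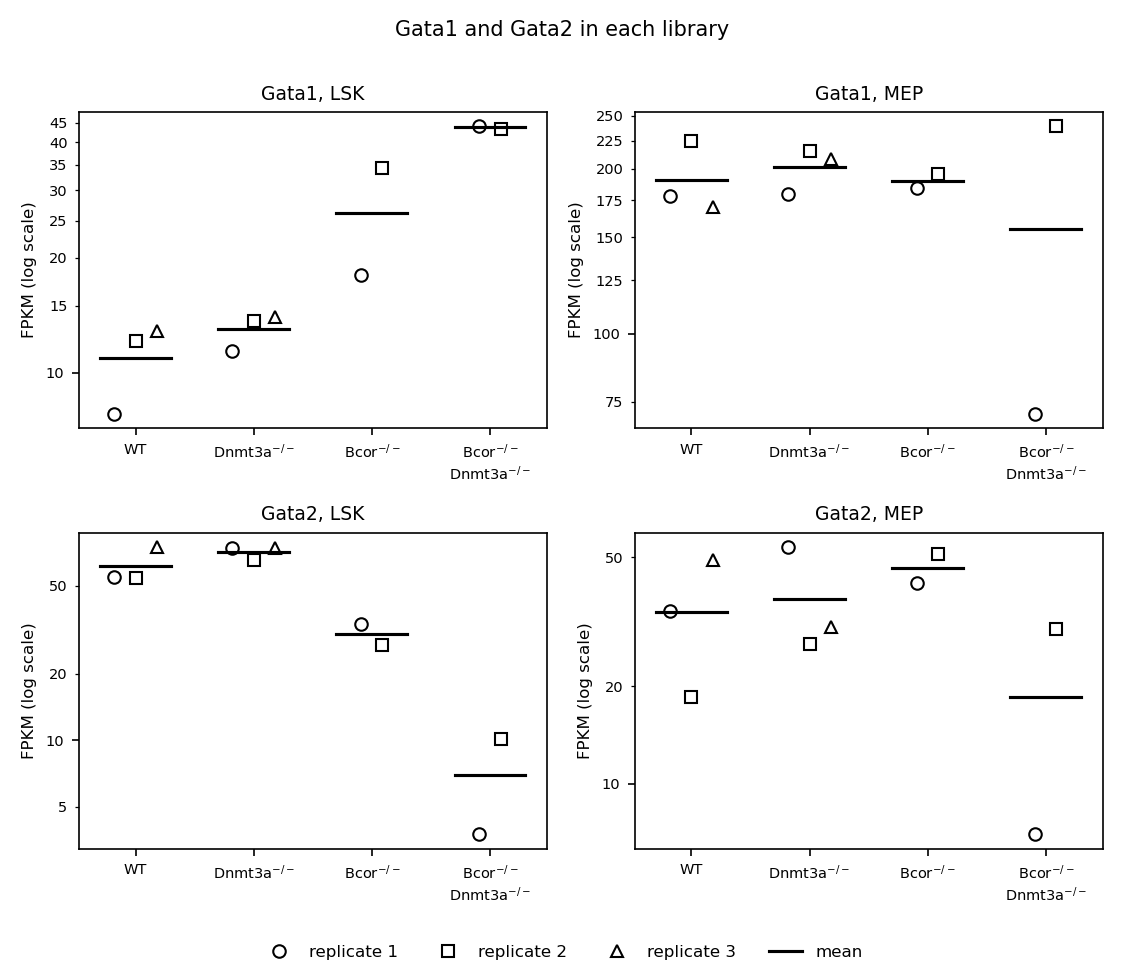
FPKM of *Gata1* and *Gata2* on a log axis in the LSK and MEP libraries of each genotype, each point 1 library and each bar the mean. In LSK the *Bcor*-/-*Dnmt3a*-/- libraries sit at 44.1 and 43.5 FPKM for *Gata1* and at 3.74 and 10.1 for *Gata2*, outside the WT range, while in MEP they sit apart from each other.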

The dysregulation on GATA family members was not detected in MEP compartment of leukemic mice, confirming that this defect was directly linked to the leukemic stem cell population (Table S2, Supplementary Fig. 9B).

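In MEP, *Gata1* had 178, 225 and 170.2 FPKM in WT and 71.4 and 239 in *Bcor*-/-*Dnmt3a*-/-, so that 1 *Bcor*-/-*Dnmt3a*-/- library lay below and the other above every WT library. The log2 fold change was -0.53 (standard error 0.41, adjusted p = 0.34). *Gata2* had 34.2, 18.6 and 49.2 FPKM in WT and 6.98 and 30.2 in *Bcor*-/-*Dnmt3a*-/-, with a log2 fold change of -1.05 (standard error 0.59, adjusted p = 0.2). With *Gata3* as the only other GATA gene above the expression minimum, its log2 fold change was 0.86 (standard error 0.52, adjusted p = 0.23) in MEP and -0.0030 (standard error 0.64, adjusted p = 1) in LSK, and its *Bcor*-/-*Dnmt3a*-/- values were 0.528 and 5.83 FPKM in MEP and 1.05 and 13.8 in LSK. Whether the effects differ between both cell types was tested on the difference between the log2 values of LSK and MEP of each mouse. The *Bcor*-/-*Dnmt3a*-/- effect on *Gata1* was larger in LSK than in MEP by 2.47 on the log2 scale (standard error 0.45, adjusted p = 0.008 from limma over 11709 genes). For *Gata2* the difference was -2.03 (standard error 0.37, adjusted p = 0.0077). Over all these genes, 2543 had an adjusted p under 0.05 in this test, and none did with 1 variance per genotype (1801 at an unadjusted p under 0.05), where *Gata1* had 0.13 and *Gata2* 0.23.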

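*Bid* had 35.4, 35.7 and 34.8 FPKM in WT LSK and 28.1 and 41.2 in *Bcor*-/-*Dnmt3a*-/-, a log2 fold change of -0.051 (standard error 0.16, adjusted p = 0.84). In MEP it fell from 49.4, 45.2 and 46.2 to 29.0 and 24.9 FPKM, a log2 fold change of -0.78 (standard error 0.10, adjusted p = 0.0013). *Bak1*, which encodes BAK, had 41.0, 49.1 and 45.9 FPKM in WT LSK and 55.1 and 35.8 in *Bcor*-/-*Dnmt3a*-/-, with a log2 fold change of -0.024 (standard error 0.20, adjusted p = 0.94). In MEP the log2 fold change of *Bak1* was -0.58 (standard error 0.12, adjusted p = 0.0089), below the fold change threshold, which it passed, for one, after quantile normalization at -0.62. *Bax* was higher in *Bcor*-/-*Dnmt3a*-/- LSK, with a log2 fold change of 0.69 (standard error 0.16, adjusted p = 0.012). Over the alternatives this value ranged from 0.56 to 0.80, and limma's p reached 0.063 unadjusted and 0.26 adjusted. In MEP the log2 fold change of *Bax* was -0.31. *Bid*, *Bak1*, *Bax* and *Bcl2* overlap other annotated genes, and since the libraries' strandedness is not stated, reads of these may be counted with them. *Bcl2* had 20.0, 21.5 and 22.5 FPKM in WT LSK and 13.9 and 38.2 in *Bcor*-/-*Dnmt3a*-/-, with a log2 fold change of 0.12 (standard error 0.32, adjusted p = 0.82) that changed sign after quantile normalization, to -0.01. In MEP its log2 fold change was 1.05 (standard error 0.39, adjusted p = 0.066). The other tested genes of the Bcl2 family include pro-apoptotic members, such as *Bcl2l11* and *Pmaip1*, so their counts do not stand for anti-apoptotic genes alone. Of 10 such genes, 8 were higher in *Bcor*-/-*Dnmt3a*-/- LSK, or 7 after quantile normalization. Called in either case were 5, *Bcl2a1b*, *Bcl2a1d*, *Bcl2l1*, *Bcl2l11* and *Pmaip1*. Of the 10, 3 were higher with an adjusted p under 0.05. *Bcl2l1* had a log2 fold change of 1.85 (standard error 0.15, limma adjusted p = 7.8e-05). In MEP 7 of 9 were higher under either scaling, with 5 called higher, or 4 after quantile normalization, and 1 called lower. Under the deposited scaling, those called higher in MEP also included *Bcl2l11* and *Pmaip1*. A list of 104 apoptosis genes was then tested. In LSK 33 of its 98 tested genes were called, or 33.7%, against 28.3% of the other genes (two-sided Fisher's exact test, odds ratio 1.29, p = 0.26, adjusted p = 0.52 over 12 tests). In MEP 39 of 94 were called, or 41.5%, against 30.8% of the other genes (odds ratio 1.59, exact p = 0.032, adjusted p = 0.13). The LSK odds ratio depended on the choices, with 1.67 without a filter on low values (exact p = 0.023), 0.976 after quantile normalization and 0.920 with WT replicate 3 left out. As a set, the apoptosis genes were higher in *Bcor*-/-*Dnmt3a*-/- LSK, with a median log2 fold change of 0.23, 67 of 98 genes higher and an adjusted p of 0.011 from the camera test. In MEP, with a median of 0.30, the adjusted p was 0.097. With the inter-gene correlation estimated from the data, the adjusted p of the camera test was 0.56 in both cell types.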

Additional pathway analysis of LSK and MEP cells from *Bcor*^*−/−*^*Dnmt3a*^*−/−*^ mice showed the enrichment of deregulated genes involved in cellular apoptosis, such as BID and BAK pro-apoptotic genes and the anti-apoptotic Bcl2 family genes. The PARP1 pro-survival gene was strongly upregulated in LSK only (Fig. 6Aii and Supplementary Fig. 9B, C). In addition, we found a notable decline of p53 levels, that has been driven by the marked elevation of MDM2, that is its master antagonist in the cell cycle machinery [28] (Fig. 6Aii, b and Supplementary Fig. 9B, C).

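*Parp1* lies on chromosome 1 of GRCm38 from 180568924 to 180601254. Its FPKM in LSK were 119, 116 and 109 in WT, 99.5 and 104 in *Bcor*-/-, 117, 102 and 112.3 in *Dnmt3a*-/- and 213 and 80.1 in *Bcor*-/-*Dnmt3a*-/-. The *Bcor*-/-*Dnmt3a*-/- libraries thus lay on either side of WT, and the log2 fold change was 0.19 (standard error 0.32, adjusted p = 0.69), within the spread between replicates. Leaving out the library with the lower or the higher value changed it to 0.89 or -0.51. In MEP the *Bcor*-/-*Dnmt3a*-/- libraries had 171 and 73 FPKM against a mean of 129.9 ± 6.84 (SD, n = 3) in WT, a log2 fold change of -0.21 (standard error 0.28, adjusted p = 0.59). Between LSK and MEP of the same mice the effect differed by 0.40 on the log2 scale (standard error 0.12, adjusted p = 0.04 from limma), and with 1 variance per genotype the adjusted p was 0.37.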

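*Trp53*, the mouse p53 gene, had 107, 97.7 and 112.3 FPKM in WT LSK and 84.6 and 60.3 in *Bcor*-/-*Dnmt3a*-/-. The log2 fold change was -0.56 (standard error 0.15, adjusted p = 0.022), both *Bcor*-/-*Dnmt3a*-/- libraries lay below every WT library (exact permutation p = 0.1), and the gene was called after quantile normalization, at -0.71, and with WT replicate 2 left out, at -0.61. Leaving out *Bcor*-/-*Dnmt3a*-/- replicate 1 gave -0.80 and leaving out *Bcor*-/-*Dnmt3a*-/- replicate 2 gave -0.32, where 1 library remains and no call can be made. With 1 variance per genotype the adjusted p was 0.19. In MEP the log2 fold change of *Trp53* was -0.64 (standard error 0.12, adjusted p = 0.005). *Mdm2* had 31.8, 29.1 and 34.1 FPKM in WT LSK and 26.4 and 49.4 in *Bcor*-/-*Dnmt3a*-/-, 1 below and 1 above every WT library, with a log2 fold change of 0.19 (standard error 0.22, adjusted p = 0.55). In MEP it had 22.7, 22.2 and 24.3 FPKM in WT and 23.6 and 54.0 in *Bcor*-/-*Dnmt3a*-/-, a log2 fold change of 0.61 (standard error 0.27, adjusted p = 0.12). Of the 2 *Bcor*-/-*Dnmt3a*-/- mice, the one with more *Mdm2* had less *Trp53* in LSK and more *Trp53* in MEP (76.5 and 90.3 FPKM, the second with more *Mdm2*). No test can be run on 2 mice, and RNA values do not show whether MDM2 lowered p53 protein. The 34 tested p53 target genes had a median log2 fold change of 0.24 in *Bcor*-/-*Dnmt3a*-/- LSK (limma's camera test, adjusted p = 0.30).

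**Figure D2:**
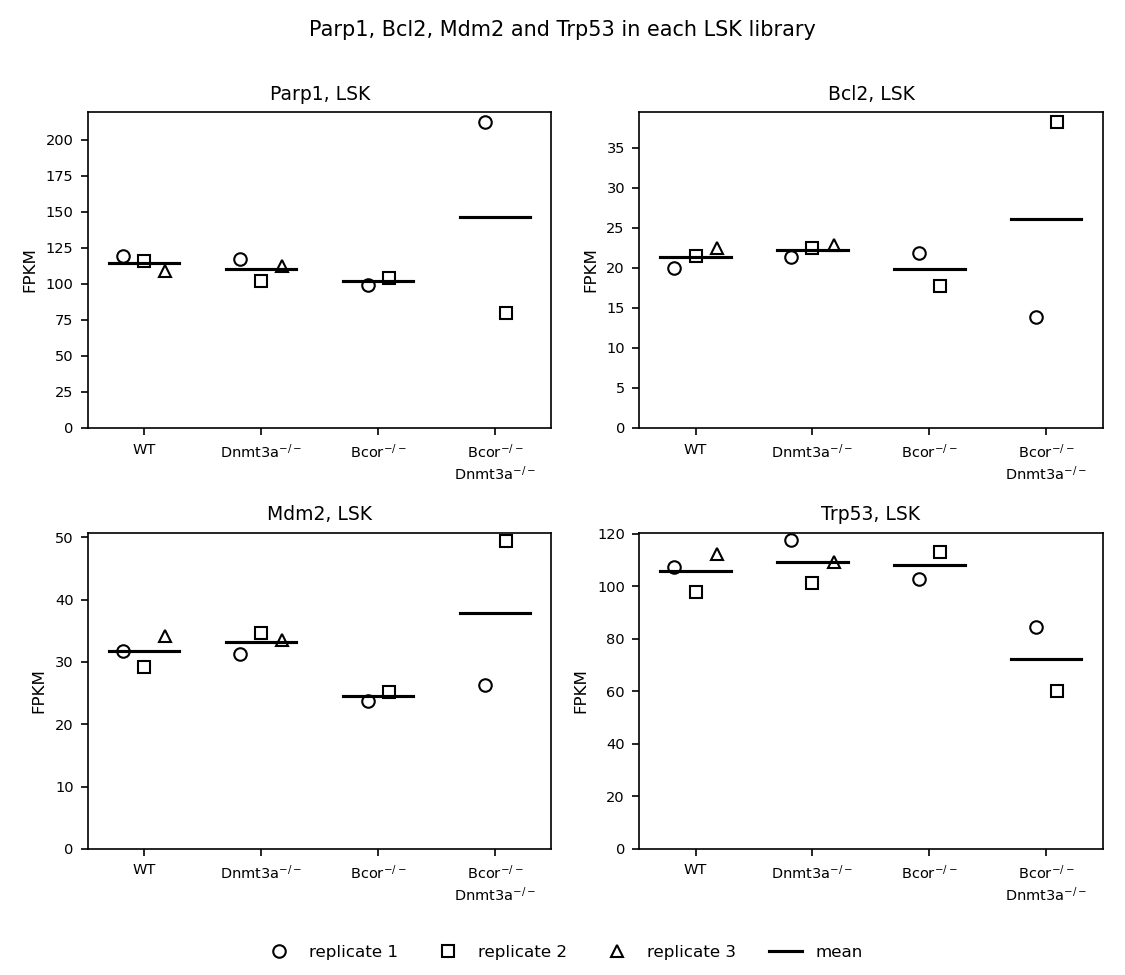
FPKM of *Parp1*, *Bcl2*, *Mdm2* and *Trp53* in the LSK libraries of each genotype, each point 1 library and each bar the mean, with axes from 0. The *Bcor*-/-*Dnmt3a*-/- libraries sit on either side of WT for *Parp1*, *Bcl2* and *Mdm2*, the last at 26.4 and 49.4 FPKM, and both sit below WT for *Trp53*.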

In order to search for shared molecular alterations, RNA-seq data on mouse LSK cells were used as a backbone for comparison with human AEL samples [29]. By interpolating these data with the list of deregulated genes in our leukemic mice, we found 104 genes, commonly upregulated, and 136 genes, commonly downregulated, between mouse LSK cells and human AEL (Supplementary Fig. 10A, B, Supplementary Fig. 11, Table 1). 

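The mouse genes of Table 1 were followed in the LSK libraries, with the human data left aside, since they are not part of the deposited files. All 240 symbols, 104 listed as upregulated and 136 as downregulated, are in the deposited table, and 219 passed the expression minimum. Of the 94 tested genes listed as upregulated, 92 were higher in *Bcor*-/-*Dnmt3a*-/- than in WT, with a median log2 fold change of 0.53 over the 94, and 41 were called. Of the 125 tested genes listed as downregulated, 125 were lower, with a median of -0.85, and 80 were called. None was called in the opposite direction. With the adjusted p, 116 of the 219 were called, and with 1 variance per genotype 104 were. The list was drawn from these same libraries, so the directions are no separate test of it.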

Within genes upregulated in both human and mouse cells, there was a striking enrichment of genes regulated by GATA1 (Fig. 6C), suggesting a pivotal role of this transcription factor in driving AEL. These findings provided evidence that our AEL mouse may serve as an operational platform for human *Bcor*^*−/−*^*Dnmt3a*^*−/−*^ leukemia modeling.

**Table 1:** List of the commonly altered genes, up (right) and down (left) regulated between BCOR^*−/−*^DNMT3a^*−/−*^ LSK mouse cells and Human AEL.

Human- Mouse			
UP		DOWN	
ABCB9	MOSPD1	ABHD14A	MFGE8
ACAP2	MXI1	ACCS	MICU1
ACBD3	MYO5B	ALDOC	MOB3A
ACHE	NCKAP1	ANKRD46	MOCS2
ACSL1	NDUFS1	ANXA4	MORN4
ACSL6	NOM1	APOM	MRE11A
AFF2	OAT	APOO	NIT2
ARF6	OSTM1	ARMCX4	NRM
ARFGEF1	PDE12	ATG10	NT5C3B
ARG1	PDZD8	AUTS2	NUDT14
ASAP1	PFKFB3	BDH2	OSBPL1A
ASNS	PHF10	BEX2	OXA1L
BAIAP3	PLEKHF2	BIVM	P2RY14
BAZ1A	POLG	CAPNS1	PAPSS1
BCL6	POMC	CCDC28A	PEMT
BLOC1S4	PPM1D	CENPM	PEX11G
BRAF	RAB22A	CENPT	PGK1
CAB39	RANBP2	CPXM1	PHF19
CCNY	REPS2	CTC1	PHF20
CEP76	RFXAP	CTR9	PIGL
CHD7	RGCC	DHRS4	POC5
CHFR	RHOB	DHX30	POR
CLPTM1L	RIN1	DNMT3A	PPFIBP1
CRAT	RSBN1	ECHDC2	PPP2R1A
DCUN1D5	SCYL2	ECSCR	PRMT1
DDHD1	SLC16A1	ELK3	PSPH
DLEU2	SLC25A21	EMCN	PSRC1
DNAJC25	SMC4	ENO1	RANBP17
DRP2	SPATA18	EPHB4	RBMX
EME2	SSX2IP	ERI3	REC8
EXOC5	STK11	FABP5	RPAP2
FAM20B	STT3B	FAM64A	SASH3
FBXW2	TACC1	FAM69B	SELP
GARS	TADA2B	FBXL2	SGCB
GLRX5	TARS	FBXO16	SIRT3
GPC4	TMEM167B	FBXO6	SIRT5
HCFC2	TMEM56	FTO	SLC2A9
HDLBP	TMEM9B	FXYD5	SOD1
HIPK3	TOP1	GALNT11	SORBS3
HIST1H4I	TRIP12	GAS8	SORD
HIST4H4	UBA5	GCAT	SPAG16
IBA57	UBE2Q1	GEMIN8	SSBP2
KLF1	UBE2S	GOT2	STAP1
MAN2A1	UBXN2A	GSTK1	SV2A
MAP2K4	UFSP1	GTF2IRD1	TBC1D16
MAPKAPK5	UGGT1	HNRNPA1	TBXAS1
MCPH1	UROS	HSCB	TCEAL1
METAP2	USP15	HYAL3	TERT
MFSD2B	USP33	IFITM3	TEX9
MINPP1	WAPAL	IFT122	TLDC1
MMP14	WDR7	IL12RB2	TMEM231
MON2	ZDHHC5	INCA1	TMEM41A
		IRAK1BP1	TMEM98
		ITGA2	TOX
		JAM2	TPM2
		JKAMP	TRMT61B
		JPX	TSPAN3
		KHDRBS3	TSTD2
		KLHL3	TTC7B
		LETMD1	TXLNA
		LGALS3BP	TYW3
		LRRC36	UBE2I
		LRRC49	UBE3B
		LUC7L	UNG
		LYRM9	YY2
		MAGED2	ZCCHC10
		MBOAT4	ZIK1
		METTL10	ZSCAN2

### Decitabine exerts inhibitory effects on the *Bcor/Dnmt3a* null leukemic mice

In order to assess the impact of anti-leukemic therapies on *Bcor*^*−/−*^*Dnmt3a*^*−/−*^AEL mice, we tested the therapeutic efficacy of the standard chemotherapeutic agent cytarabine compared to the demethylating agent decitabine in lethally irradiated CD45.1 recipient mice transplanted with leukemic cells. The rationale for using decitabine was based on the fact that the *Bcor* transcriptional repression activity is mediated by histone demethylase and the function of *Dnmt3a* is to catalyse the addition of methyl groups to CpG dinucleotides. Thus, in our double knockout mice, we expected a hypomethylation status with leukemogenic potentials.

Mouse treatments started at leukemia onset, defined by the presence of WBC count above 20,000 cells/μl and/or high MCV values and/or low platelets number. Cytarabine was administered for 7 days continuously, while decitabine for a total of 5 administrations twice a week, followed by the assessment of disease burden (Fig. 7Ai). WBC count was significantly reduced at the end of decitabine treatment compared to vehicle, while chemotherapy determined only a modest impact on leukocytosis (Fig. 7Aii). Two weeks after the end of treatments, WBC count was significantly lower in decitabine group, compared to cytarabine and vehicle ones. PB flow cytometry showed a significant reduction of immature c-KIT and Ter119 + c-KIT + cells after decitabine compared to other treatments (Fig. 7Bi, ii), as also confirmed by post-mortem examination on pathological splenic specimens (Fig. 7Biii), thus indicating that *Bcor*^*−/−*^*Dnmt3a*^*−/−*^ leukemic cells were more sensitive to hypomethylating agent than to chemotherapy. Moreover, there was a tendency for decitabine treated mice toward the achievement of a longer survival, compared to cytarabine and vehicle groups (Fig. 7C).

**Fig. 7:**
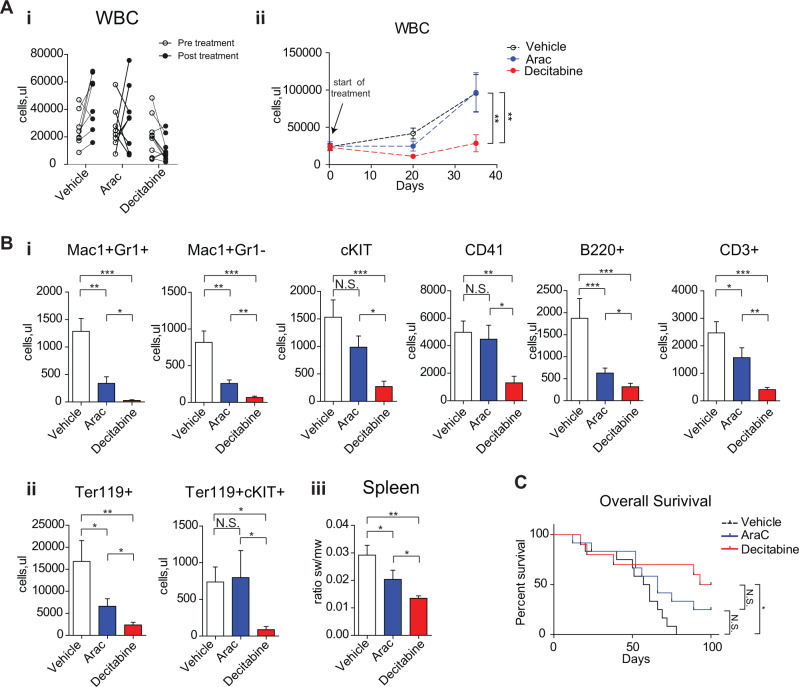
Decytabine exert inhibitory effects on the *Bcor*^*−/−*^*Dnmt3a*^*−/−*^ leukemic population. **A** WBC count changes (i) in leukemic *Bcor*^*−/−*^*Dnmt3a*^*−/−*^ mice pre and 3 days after the end of the treatment with decytabine (DEC), cytarabine (ARAC) and vehicle (VEI). (ii) WBC follow up (right) during and post the treatment with DEC, ARAC and VEI in leukemic mice. **B** (i) Total number of GR1 + MAC1 + , MAC1 + GR1-, cKIT+, CD41+, B220+ and CD3+ cells in PB 3 days after DEC, ARAC and vehicle treatment in leukemic *Bcor*^*−/−*^*Dnmt3a*^*−/−*^, mice (*n* = 11,11,12). (ii) Total number of TER119+ and TER119 + /cKIT+ cells in PB 3 days after DEC, ARAC and vehicle treatment in leukemic *Bcor*^*−/−*^*Dnmt3a*^*−/−*^ mice (*n* = 11,11,12). (iii) Spleen weight to total body weight ratio in *Bcor*^*−/−*^*Dnmt3a*^*−/−*^ leukemic mice after each indicated treatment (*N* = 4,4,3). **C** Kaplan–Mayer plot of leukemic *Bcor*^*−/−*^*Dnmt3a*^*−/−*^ mice survival after DEC, ARAC and VEI treatment to the indicated genotypes (*n* = 10 to 9 per genotype) (*p* < 0.0001, Logrank Test). *p < 0.05, **p < 0.01; ***p < 0.001 Wilcoxon matched pairs test.

## Discussion

Somatic recurrent loss-of-function mutations of *Bcor* have been detected in AML [7] but their precise role in normal and malignant hematopoiesis is still under investigation. Here, we demonstrate for the first time that *Bcor* deficiency perturbs erythro*-*megakaryopoiesis and cooperates with *Dnmt3a* loss (a phenotype partially recapitulating that of heterozygous *Dnmt3a*^R662H^ mutations [30]) in promoting AEL in mice.

Perturbation of the erythroid compartment in our *Bcor*-deficient mice was characterized by a decrease in the total number of red blood cells and macrocytosis, confirming previous observations from Tara et al. [19] who demonstrated mild macrocytic anemia in mice after the deletion of *Bcor* exons 9 and 10. Besides the negative effects on erythroid cells, we also found a strong increase in platelets counts due to a significant expansion of the MKP population in BM.

Contribution of *Bcor* loss in promoting megakaryocytic proliferation in mice is a novel finding that is also of potential clinical relevance. A missense *Bcor* mutation has been reported in a patient with triple-negative essential thrombocytemia and normal karyotype, suggesting a possible role of this variant in the pathogenesis of the disease [31]. Moreover, *Bcor* mutations may occur in myelodysplastic/myeloproliferative neoplasms (MDS/MPNs) that share dysplastic and proliferative features [32]. MDS/MPN disorders include chronic myelomonocytic leukemia (CMML) and MDS/MPN with ring sideroblasts and thrombocytosis (MDS/MPN-RS-T) in which *Bcor* is recurrently mutated in 7.4% [33] and 24% of cases [34], respectively. Although the most frequent mutation in MDS/MPN-RS-T is that affecting the *SF3B1* gene [35, 36], the presence of variants in epigenetic genes, such as *Bcor*, may contribute to the development of this myeloid neoplasm. Co-occurrence of erythroid blood cell alterations and thrombocytosis in our conditional knockout *Bcor* mice support this hypothesis.

Similar to previous models [17, 19], *Bcor* deficiency alone was not sufficient to drive a myeloid malignancy in our mice. However, we could demonstrate that the combined *Bcor* and *Dnmt3a* loss promoted *a* fully penetrant AEL phenotype that killed mice in 5–6 months. Leukemic mice showed leukocytosis due to the expansion of c-Kit+ blasts expressing the erythroid marker Ter119, macrocytic anemia, and progressive reduction of the thrombocytosis driven by the single *Bcor* deletion. The analysis of BM subpopulations showed an erythroid skewing of HSC differentiation demonstrating that AEL was driven by loss of *Bcor* and *Dnmt3a*.

The 2016 WHO classification of hematopoietic tumors has adopted rather restrictive criteria for the diagnosis of pure erythroid leukemia (or AEL), moving cases with an increased percentage of myeloid blasts (previously named erythroleukemia) in the group of MDS [37–39]. Thus AEL, described for the first time by Di Guglielmo in 1928 under the term of “*acute erythremic myelosis*” [40], is now included as an entity within the category of AML not otherwise specified (NOS) of WHO-2016 [37]. However, targeted next-generation sequencing has clearly demonstrated the molecular heterogeneity of this apparently homogeneous morphological form of AML [41, 42] that shows a mutational spectrum intermediate between MDS and AML [29]. Notably, two cases of AEL were characterized by the co-occurrence of *Bcor* and *Dnmt3a* mutations only [29], thus supporting the findings described in our mice model.

In order to define the gene expression signature of AEL in our mice, we performed RNAseq analysis on the LSK population of the four different genotypes. We identified an altered switching of the Gata factors that are known to play a key role in controlling mechanisms underlying erythroid differentiation [43]. Specifically, *Gata1* was one of the most upregulated genes in leukemic mice compared to the other genotypes whereas *Gata2* was downregulated. The latter finding is unexpected since in physiological conditions [44], the transcription factor Gata2 is highly expressed in hematopoietic stem cells, whereas its expression declines after erythroid commitment of progenitors [43]. In contrast, the start of Gata1 expression coincides with the erythroid commitment and increases along with the erythroid differentiation. Collectively, these data provide evidence for an imbalance towards an erythroid phenotype starting from the LSK stage and point to Gata factors deregulation as an early event altering the HSC fate and sensitizing cells to further malignant transformation in the context of concurrent *Bcor* and *Dnmt3a* deficiency, as it has been also very recently demonstrated in both human and mouse AEL samples [45].

Our AEL mouse model also exhibited dysregulation of various oncogenes and tumor suppressor genes involved in cancer pathways, including decline of Tp53 levels and marked elevation of Mdm2. Accordingly, an in vivo mouse model demonstrated a key driver leukemogenic function of *Tp53* supported by the potent interaction with *Ntrk1* [29]. Moreover, the presence of more than a single *TP53* abnormality seems to play a key role in the molecular pathogenesis of AEL in patients [46].

AEL is usually poorly responsive to intensive chemotherapy and shows a dismal outcome [47] that may be due, at least in part, to the accumulative impaired TP53 function and consequent genomic instability. Similarly, our AEL mice were resistant to the nucleoside analog cytarabine but showed significantly improved survival when treated with the epigenetic drug decitabine. The benefit of this drug suggests an important role of epigenetics in promoting AEL in our *Bcor*^*−/−*^*Dnmt3a*^*−/−*^ compound mice. Accordingly, the presence of *TP53* mutations appears to be associated with a high degree of decitabine sensitivity in AML patients in one study [48], although it has not been confirmed in another study [46].

In conclusion, we provide the first demonstration that concurrent *Bcor* and *Dnmt3a* loss promotes AEL in mice and sheds light, at least in part, on the cellular and molecular features underlying this leukemia. Our model also represents a potential platform for the identification and validation of drugs for improving therapy of AEL patients.

## Supplementary information

Supplementary Material

How the deposited data were processed for this re-analysis (not part of the article)

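RNA of LSK and MEP cells was measured in mice of 4 genotypes, WT, *Dnmt3a*-/-, *Bcor*-/- and *Bcor*-/-*Dnmt3a*-/-. The authors deposited 1 table of FPKM per cell type, with 24315 genes and 10 libraries each, 3 WT, 3 *Dnmt3a*, 2 *Bcor* and 2 double knockout, and both tables were analyzed as deposited. The labels gave the genotype, the mouse and the replicate number of every library, and no library was left out. In both tables the libraries were already scaled to each other by a method that is not stated. The aligner, the counting tool, the annotation and the genome build are named neither in the paper's text nor in the labels. Read counts are not given, so the depth per library and the precision of single values are unknown, and no counting error was computed. An FPKM of 0 can stand for a failed estimate, since *Hbb-b1* is listed at 0 in 1 double knockout MEP library in which *Hba-a1* has 55204 FPKM, and such values are reported as listed at 0.

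The analysis used R 4.3.3 with limma 3.58.1, and the figures were drawn with Python 3.11.15 and matplotlib 3.10.9. FPKM were converted to log2 after adding a pseudocount of 1, and genes with a mean of at least 1 FPKM over the 10 libraries of a cell type were kept. A linear model with 1 mean per genotype was fitted in each cell type, and limma's moderated test with a mean-variance trend compared each mutant genotype with WT. The paper's methods filter on a p value under 0.05 and an absolute fold change above 1.5 and name neither the test nor an adjustment, so the unadjusted p was used for calls and the Benjamini-Hochberg adjusted p as an alternative. Effects were compared between cell types by the same model on the difference between the LSK and the MEP value of each mouse, paired by the mouse named in the labels. Single genes were also tested with a two-sided exact permutation test, which cannot reach p under 0.05 with 2 libraries against 3. Overlaps of lists and the share of apoptosis and cell cycle genes were tested with two-sided Fisher's exact tests. Sets of genes were tested with limma's camera at an inter-gene correlation of 0.01, with adjustment over 69 tests of 12 sets. The minimum set size of 5 tested genes was set after a first run with a higher minimum had left out the HoxA set. The genes named in the text are the 11 the paper names for these data, other members of their families, *Klf1*, and the 5 largest changes in each direction of each cell type among genes with an adjusted p under 0.05 and no overlap between double knockout and WT libraries. Further marker genes are named where an explanation was tested with them. Gene positions are those of the GENCODE annotation of GRCm38, a build the deposited tables do not name.

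The procedure was tested on simulated data with 200 changed genes, each moved up or down by 2 on the log2 scale in the double knockout. Genes were drawn independently of each other, and changes near the fold change threshold were not simulated. At the unadjusted p and with equal spread it recovered 97% of them in LSK and 96% in MEP, and called 254 and 271 other genes. With the standard deviation of the double knockout libraries set to 2 times the residual one of each gene, it recovered 95% and 96.5%. It then called 961 and 886 other genes. With 1 variance per genotype it then recovered 91% and 95% and called 460 and 416 other genes. With the adjusted p, recovery at this spread was 82% and 86.5%, or 66.5% and 63% with 1 variance per genotype. The alternatives tried were a pseudocount of 0.1, no filter, a minimum of 5 FPKM, quantile normalization, centring each library on its median, a fit of only the compared genotypes, the replicate number as a block, limma without the trend, the adjusted p, a fold change above 2, an estimated inter-gene correlation, and leaving out each library in turn. Variance weights by genotype, the log2 ratio of mean FPKM and a correction for GC content and transcript length were added after the data had been seen. Human AEL data and the Enrichr analysis were left out, since they are not part of the deposited files.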

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

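The tests in this part of the hemoglobin-rich cells and other erythroid RNA, of MEP mixed into LSK, of *Ly6a* in double knockout LSK, of the erythroid and stem cell sets in double knockout LSK, of the lists of mature cells of several lineages and of the mouse number series for immediate early genes were chosen only after the result had been seen, while the gene sets and the contrasts were set before the data were examined, and what each other test should show was written down before its result was seen.

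The effect of the *Bcor*-/-*Dnmt3a*-/- genotype differed between LSK and MEP, as tested on the difference between both cell types of each mouse, for 6 of the 11 genes the paper names for these data, for *Klf1*, and for 12 of the other genes named in the text. On the log2 scale the difference was 2.47 (standard error 0.45, adjusted p = 0.008) for *Gata1* and -2.03 (standard error 0.37, adjusted p = 0.0077) for *Gata2*. It was 3.51 (standard error 0.60, adjusted p = 0.0063) for *Klf1*, 0.73 (standard error 0.21, adjusted p = 0.035) for *Bid* and 1.01 (standard error 0.19, adjusted p = 0.0079) for *Bax*. *Parp1* had 0.40 (standard error 0.12, adjusted p = 0.04) and *Mdm2* -0.42 (standard error 0.13, adjusted p = 0.048). For these 7 genes, in both double knockout mice the differences lay beyond those of all 3 WT mice, where an exact permutation test gives p = 0.1, the smallest the design allows. With each library left out, the difference was 1.59 to 3.34 for *Gata1*, -2.40 to -1.67 for *Gata2* and 2.43 to 4.59 for *Klf1*. It was 0.36 to 1.10 for *Bid*, 0.85 to 1.17 for *Bax*, 0.31 to 0.49 for *Parp1* and -0.57 to -0.28 for *Mdm2*. The adjusted p under the alternatives ranged over 0.0041 to 0.13 for *Gata1*, 0.0079 to 0.23 for *Gata2*, 0.0036 to 0.14 for *Klf1*, 0.035 to 0.26 for *Bid*, 0.0041 to 0.22 for *Bax*, 0.031 to 0.37 for *Parp1* and 0.036 to 0.38 for *Mdm2*. For these 7 genes the upper end is the fit with 1 variance per genotype, which was added after the data had been seen and under which none of the 11709 genes had an adjusted p under 0.05 (1801 had an unadjusted p under 0.05, and 2543 an adjusted one in the fit with a common variance). The differences therefore depend on how the spread of both double knockout mice is modelled. For *Parp1* the mouse with the higher value in LSK also had the higher one in MEP (213 and 80.1 FPKM in LSK, 171 and 73 in MEP), so most of the spread lies between mice and not between cell types.

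Of the 12 other genes, *Gata3* had a difference of -0.87 (standard error 0.27, adjusted p = 0.0496) and *S100a8* -3.62 (standard error 0.96, adjusted p = 0.029). The other 10 were named for a large change in 1 cell type, which favors a difference from the other. Among those named for LSK the difference was -4.37 (standard error 0.89, adjusted p = 0.011) for *Adgrl4*, -4.19 (standard error 1.08, adjusted p = 0.027) for *Cd34*, -2.63 (standard error 0.59, adjusted p = 0.016) for *Angpt1*, -2.20 (standard error 0.33, adjusted p = 0.004) for *Slc22a3* and -3.86 (standard error 0.45, adjusted p = 0.0019) for *Hlf*. Among those named for MEP it was -3.50 (standard error 0.79, adjusted p = 0.016) for *Chil3*, 3.41 (standard error 0.32, adjusted p = 0.0011) for *Spon2*, 3.54 (standard error 0.27, adjusted p = 0.00078) for *Fam132a* and 3.51 (standard error 0.33, adjusted p = 0.0011) for *Zg16*. *Hbb-b1* had 9.26 (standard error 2.85, adjusted p = 0.047), a value that rests on a listed 0 in MEP of double knockout replicate 2, and without that mouse it was 2.77. The adjusted p over the alternatives ranged over 0.027 to 0.4 for *Gata3*, 0.02 to 0.39 for *S100a8*, 0.0084 to 0.29 for *Adgrl4*, 0.016 to 0.39 for *Cd34*, 0.016 to 0.32 for *Angpt1*, 0.004 to 0.18 for *Slc22a3*, 0.00094 to 0.11 for *Hlf*, 0.011 to 0.32 for *Chil3*, 0.00088 to 0.09 for *Spon2*, 0.00064 to 0.074 for *Fam132a*, 0.00071 to 0.09 for *Zg16* and 0.047 to 0.18 for *Hbb-b1*. No technical explanation of these 12 differences was tested beyond the tests of this section.

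Technical explanations for *Gata1* and *Gata2* in double knockout LSK were tested. If RNA of hemoglobin-rich erythroid cells raised *Gata1*, its excess over WT should follow *Hbb-b1*, yet the excess in replicate 2 was 0.982 times that in replicate 1 while *Hbb-b1* was 4.37 times as high. The median of the erythroid set, of which *Gata1* is not a member, rose in replicate 2 by 0.918 times its rise in replicate 1, while *Alas2*, at 120.4 and 469 FPKM, and the late erythroid list, with medians of 2.95 and 3.71, were higher in replicate 2. These tests do not decide, and erythroid RNA remains a candidate explanation for *Gata1*. If MEP of the same mouse had been mixed into the sorted LSK, the share that gives the rise of *Gata1* is 54.8% in replicate 1 and 14.3% in replicate 2, and these predict log2 changes of -0.94 and -0.11 for *Gata2*, against -3.70 and -2.46 measured. With the means of both mice the prediction is -0.24, against -3.08. Both tables were normalized separately, so these shares are approximate. After the correction for GC content and transcript length, *Gata1* had 1.79 and *Gata2* -3.18 in LSK. The relative depth of the double knockout LSK libraries, 1.13 and 0.85, lies within that of the others. Other cells in the sorted LSK were tested with the 5 lists of mature cell markers given below. By their median log2 fold change all 5 were higher, the macrophage list in 1 library only. Neither gene can therefore be told apart from a sorting gate that holds other cells in these mice. The series of mouse numbers could not be tested, since only double knockout mice carry its letter P, and the genotype cannot be told apart from it. A change of the LSK population in these mice may be behind both genes, which remains a hypothesis.

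Several sets of genes that the paper does not discuss for these libraries, though its introduction names HoxA genes, tested with limma's camera, differed from WT in *Bcor*-/-*Dnmt3a*-/- LSK. The median log2 fold change was 3.36 (adjusted p = 7.3e-06, 18 of 21 genes higher) for lymphoid genes, -2.03 (adjusted p = 7.2e-11, 3 of 33 genes higher) for stem cell genes, -1.83 (adjusted p = 0.00039, 0 of 7 genes higher) for HoxA genes and -0.95 (adjusted p = 0.011, 4 of 20 genes higher) for megakaryocyte genes. In the 2 libraries the medians relative to WT were 3.07 and 3.53 for lymphoid, -2.42 and -1.50 for stem cell, -2.41 and -1.01 for HoxA and -1.28 and -0.46 for megakaryocyte genes. For interferon response genes the median was 0.64 (adjusted p = 0.0072, 22 of 30 genes higher), from 1.05 and 0.17 in the 2 libraries. *Hba-a1*, a gene the paper does not discuss and whose reads may be shared with its near-identical paralog, had a log2 fold change of 7.41 (standard error 0.67, adjusted p = 0.00011), at 1810 and 6837 FPKM against 8.83 to 34.6 in WT. With the inter-gene correlation estimated from the data, none of the 69 tests of sets had an adjusted p under 0.05 and 4 had an unadjusted one, among them the lymphoid and the erythroid set in double knockout LSK. This is the upper end of the adjusted p over the alternatives, which ranged over 3.1e-08 to 0.56 for lymphoid, 1.9e-15 to 0.56 for stem cell, 5.8e-05 to 0.56 for HoxA, 0.0047 to 0.67 for megakaryocyte and 0.002 to 0.78 for interferon response genes. RNA of mature cells in the sorted LSK was tested with lists of neutrophil, B cell, T and NK cell, macrophage and late erythroid markers, and 5 of the 5 lists had a median log2 fold change above the 95th percentile of 10000 matched random lists. Their medians were 1.32 for neutrophil, 3.03 for B cell, 2.98 for T and NK cell, 1.18 for macrophage and 3.27 for late erythroid markers, the macrophage list being higher in 1 library (3.00) and lower in the other (-0.57). RNA of mature cells therefore remains a candidate explanation for the higher sets, and a change within LSK cells cannot be told apart from it. The lower stem cell set (adjusted p = 7.2e-11) and the higher erythroid set (8.8e-21) may come from a loss of stem cell expression or from other cells in the sample. Cells without Sca-1 should lower *Ly6a* as well as *Cd34*, yet *Ly6a* had 63.5 and 220.2 FPKM in the 2 libraries, a log2 fold change of 0.85 (standard error 0.55, adjusted p = 0.28), which goes against such cells as the sole source of the fall of *Cd34*.

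In *Bcor*-/-*Dnmt3a*-/- MEP, granulocyte-monocyte genes had a median log2 fold change of 2.69 (adjusted p = 4.2e-08, 21 of 21 genes higher), lymphoid genes 2.14 (adjusted p = 0.00057, 18 of 19 genes higher) and interferon response genes 1.54 (adjusted p = 2.6e-06, 28 of 28 genes higher), by the same test. Over the alternatives the adjusted p ranged over 4.2e-10 to 0.56, 3.3e-05 to 0.67 and 8.6e-08 to 0.56 for these sets, the upper end with an estimated inter-gene correlation. The library medians were 2.74 and 2.49 for granulocyte-monocyte, 4.02 and 1.33 for lymphoid and 2.22 and 0.65 for interferon response genes. *Hba-a1* had a log2 fold change of 5.66 (standard error 1.32, adjusted p = 0.013), with 1055 and 55204 FPKM in the 2 libraries, so its size rests on 1 of them, in which the 10 most abundant genes take 19.4% of the FPKM against 6.17% in the other. *S100a8* had 2988 and 6713 FPKM against 120.3 to 244 in WT. The other markers of mature neutrophils had a median log2 fold change of 3.97, above the 95th percentile of the matched random lists (0.75), and 5 of the 5 lists of mature cells lay above theirs. The late erythroid list was higher in 1 library only, with medians of 0.0036 and 3.83. RNA of neutrophils and other mature cells in the sorted MEP is therefore consistent with these values and cannot be told apart from expression in MEP.

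The mice received pIpC, an inducer of interferon, to delete the floxed genes, so a response left over from it was tested. The interferon set differed from WT in double knockout LSK (adjusted p = 0.0072), which may come from pIpC, from leukemia or from other cells in the sample. In *Bcor*-/- LSK its library medians were -0.17 and -0.63 and in *Dnmt3a*-/- LSK -0.14, -0.21 and -0.38, below WT in every library, so the direction is not shared by the genotypes. The legend of Fig. 3 lists WT controls before and after pIpC as well. If the sequenced WT mice received it too, a response shared with them would cancel in these contrasts. The test therefore cannot decide whether a response to pIpC was left.

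In *Bcor*-/- LSK, without *Dnmt3a*-/-, the erythroid set had a median log2 fold change of 1.01 (adjusted p = 5.2e-11, 32 of 36 genes higher), the granulocyte-monocyte set 1.40 (adjusted p = 9.1e-07, 18 of 21 genes higher) and the stem cell set -0.77 (adjusted p = 4.8e-08, 2 of 33 genes higher), by limma's camera test. The library medians were 0.92 and 1.38, 1.28 and 1.48 and -0.57 and -1.05, beyond every WT library. *Mpo* had a log2 fold change of 2.68 (standard error 0.56, adjusted p = 0.029) and *Elane* 3.46 (standard error 0.70, adjusted p = 0.027). Granulocyte-monocyte progenitors without Sca-1 in the sorted LSK could give such values, and *Ly6a*, which encodes Sca-1, should then fall. Its log2 fold change was -0.17 (standard error 0.55, limma adjusted p = 0.89), with 107 and 31.1 FPKM in the 2 libraries against 59.8 to 70.7 in WT, so the test does not decide. With the inter-gene correlation estimated from the data the 3 sets had an adjusted p of 0.56, the upper end over the alternatives, and the lower end was 2.3e-15 for the erythroid, 1.4e-12 for the granulocyte-monocyte and 3.5e-09 for the stem cell set.

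In *Dnmt3a*-/- LSK, immediate early genes had a median log2 fold change of 0.86 (adjusted p = 1.2e-09, 18 of 18 genes higher) by limma's camera test, and the library medians were 0.94, 0.93 and 0.82 against 0.22, -0.23 and -0.054 in WT. Both genotypes hold 1 mouse of the letter Q and 2 of the letter R, so this series of mouse numbers could not have given the difference, and the median log2 difference of -0.062 between both letters adds nothing to that. These genes also respond to tissue handling, which the labels do not give, so handling that differed between genotypes cannot be told apart from an effect of *Dnmt3a* loss, and the adjusted p ranged from 3.7e-28 to 0.56 over the alternatives, the last with an estimated inter-gene correlation.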

How the results depend on the processing

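Each result was recomputed under the alternatives and with each library left out in turn. Of 346 comparisons of the counts, overlaps and main genes with an alternative, 302 kept direction and side of the threshold or, for counts and values without a test, stayed close to the reported value, and of 795 comparisons of other genes and sets, 761 did. The others were 36 that moved, 4 weaker, 2 stronger and 2 reversed of the 346 and 27 weaker, 6 stronger and 1 reversed of the 795, where weaker or stronger means that an unadjusted p crossed 0.05. In the fits that left out 1 library, 256 of 264 and 720 of 740 did. The *Gata1* and *Gata2* changes in double knockout LSK kept direction and an unadjusted p under 0.05 under every alternative with a test, from 1.79 to 2.02 and from -3.27 to -2.99, and with each library left out they ranged from 1.73 to 2.06 and from -3.70 to -2.46. The causes of the changes below were not tested.

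With a pseudocount of 0.1, all 3 lists shared 14 genes in LSK and 14 in MEP, and 78 genes were called in *Dnmt3a* MEP. Without a filter on low values, the odds ratio of apoptosis genes in LSK rose to 1.67. With a minimum of 5 FPKM, 33 genes were called in *Dnmt3a* LSK, 166 in *Bcor* MEP and 29 in *Dnmt3a* MEP, the double knockout and *Bcor* lists shared 100 genes in MEP, and the MEP odds ratio of apoptosis genes fell to 1.37, with an exact p of 0.21. After quantile normalization this odds ratio was 1.31 in MEP, with an exact p of 0.23, and 0.976 in LSK, which is reversed, as were *Bcl2* in double knockout LSK at -0.014 and the stem cell set in double knockout MEP at -0.30. Median centring gave *Mdm2* in double knockout MEP 0.63, which was then called.

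With only the compared genotypes in the fit, 105 genes were called in *Dnmt3a* LSK and 89 in *Dnmt3a* MEP, and all 3 lists shared 13 genes in LSK. With the replicate block they shared 11 in LSK, and the double knockout counts were 3225 in LSK and 3385 in MEP, while libraries of the same replicate number were not alike across genes (mean r of their residuals -0.0079 in LSK and 0.086 in MEP). With the adjusted p, 690 genes were called in *Bcor* LSK, 7 in *Bcor* MEP, 0 in *Dnmt3a* LSK and 0 in *Dnmt3a* MEP (156 and 225 had an unadjusted p under 0.05), the double knockout and *Bcor* lists shared 292 in LSK and 7 in MEP, and all 3 lists shared 0 in LSK and 0 in MEP (7 and 9 with the unadjusted p). With a fold change above 2, the counts were 1973, 516 and 19 in double knockout, *Bcor* and *Dnmt3a* LSK and 1727, 118 and 14 in MEP, the double knockout and *Bcor* lists shared 239 and 63, all 3 lists shared 1 and 1, and 68 genes of Table 1 were called. The genotype variance weights, chosen after seeing the data, gave 121 genes in *Dnmt3a* LSK, 17 shared by all 3 lists in LSK, and 1980, 482 and 78 genes in double knockout, *Bcor* and *Dnmt3a* MEP, and *Bak1* (-0.58) and *Bcl2* (1.05) in double knockout MEP no longer had an unadjusted p under 0.05. With the inter-gene correlation estimated from the data, 0 of the 69 tests of sets passed, against 29 at 0.01, and 4 had an unadjusted p under 0.05.

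Across the fits that each left out one replicate, the number of genes ranged from 35 to 75 in *Dnmt3a* LSK and from 34 to 121 in *Dnmt3a* MEP, and the genes shared by all 3 lists from 5 to 15 in LSK and from 6 to 14 in MEP. The LSK odds ratio of apoptosis genes ranged from 0.920 to 1.29, *Bak1* in double knockout LSK from -0.33 to 0.28, *Bcl2* in double knockout MEP from 0.70 to 1.35 and *Bcor* in double knockout MEP from -0.25 to 0.18. The stem cell set in double knockout MEP ranged from -0.030 to 0.054 and the megakaryocyte set in *Bcor* MEP from -0.19 to 0.44. *Parp1* in double knockout LSK ranged from -0.51 to 0.89, *Mdm2* from -0.25 to 0.63, and *Gata1* in double knockout MEP from -1.40 to 0.33, as 1 or the other double knockout library was left out. With a double knockout or *Bcor* library left out, 1 library of the genotype remains, so no p, call or count is given for these fits. The depth of the libraries is unknown, so what it limits could not be computed.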

Differences from the paper's values

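In double knockout LSK, 3383 genes were called, 1793 up and 1590 down, against the paper's 560, 106 and 454. In double knockout MEP, 3376 were called, 2019 up and 1357 down, against the paper's 269, 133 and 136. None of the alternatives set before the data were examined closed these gaps. Among them the lowest numbers came with a fold change above 2, at 1973 in LSK and 1727 in MEP. The genotype variance weights combined with the adjusted p, chosen after seeing the values, gave 1018 in LSK and 48 in MEP, which did not close the gaps either.

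In *Bcor* LSK, 860 genes were called up and 721 down, against the paper's about 68 and about 36 in Fig. 6, read by eye, and none of the alternatives closed the gap. In *Dnmt3a* LSK, 25 were called up and 28 down, against the paper's about 1 and about 6 in Fig. 6, read by eye. With a fold change above 2, 9 were called down, no more than 1.5 times the paper's number, and none of the other alternatives closed the gap for the genes called down, nor any for those called up.

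The double knockout and *Bcor* lists shared 772 genes in LSK and 189 in MEP, against the paper's 35 and 17, and none of the alternatives closed these gaps, though the adjusted p gave 7 in MEP. The paper describes no gene as shared by all 3 lists, and here 7 were in LSK and 9 in MEP. With the adjusted p the number was 0 in both, and none of the other alternatives gave 0.

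Of the genes of Table 1, 41 were called up and 80 down in double knockout LSK, against the paper's 104 and 136, and none of the alternatives closed the gap. The directions were those of the paper for 92 of 94 tested upregulated and 125 of 125 tested downregulated genes.

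The log2 fold change of *Gata2* was -0.99 in *Bcor* LSK against the paper's about 0.3 in Fig. 6, read by eye. In *Dnmt3a* LSK it was 0.23 against the paper's about -1.0 in Fig. 6, read by eye. None of the alternatives closed these gaps. Exchanged between both genotypes, the readings lie close to the values here. A mix-up of bar colours in the reading or the drawing therefore cannot be ruled out. *Bak1* had -0.024 in double knockout LSK against the paper's about 0.01 in Fig. 6, read by eye, a bar too short for its sign to be read. The log2 ratio of mean FPKM, chosen after seeing the values, gave 0.0034, and none of the alternatives set before the data were examined closed the gap.

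The paper ranks *Gata1* among the most upregulated genes of LSK, and here it ranked 433 of 1793 genes called up. The paper describes *Parp1* as strongly upregulated in LSK, and here it was not called, with a log2 fold change of 0.19 (adjusted p = 0.69, limma), and no setting called it. The paper describes a marked rise of *Mdm2*, which had 0.19 in LSK and 0.61 in MEP and was not called in either, and median centring called it in MEP at 0.63. The paper describes a decline of p53, and *Trp53* fell by 0.56 on the log2 scale in LSK, short of the fold change threshold, and was called there after quantile normalization at -0.71 and with WT replicate 2 left out at -0.61, while in MEP it was called, at -0.64 (adjusted p = 0.005, limma). The paper names *Bid* and *Bak1* among the deregulated genes, and in LSK neither was called in the double knockout, at -0.051 and -0.024, while in MEP *Bid* was called and *Bak1* only under a pseudocount of 0.1 (-0.59), quantile normalization (-0.62), the replicate block (-0.60) and with WT replicate 1 (-0.59) or 3 (-0.65) left out. The paper reports an enrichment of apoptosis genes in LSK and MEP, and here the odds ratio was 1.29 in LSK (two-sided Fisher's exact test, p = 0.26) and 1.59 in MEP (exact p = 0.032, adjusted p = 0.13), with exact p = 0.023 in LSK and 1.4e-05 in MEP without a filter on low values.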

Other observations

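Of the 31 tests of explanations in this section, 15 were chosen only after the result had been seen, among them, in this part, the tests of additive effects and of the *Bcor* exons.

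Each contrast was compared with the other splits of its libraries into groups of the same sizes, of which there are 10, so the share is never under 0.1. The number of genes called between *Bcor*-/-*Dnmt3a*-/- and WT was reached by 1 of the 10 splits in LSK and 1 of the 10 in MEP, the real ones, and the largest numbers of the others were 1481 and 1434. For *Bcor*-/- the real split was again the 1 of 10 with as many genes in LSK and in MEP, with 809 and 246 in the largest of the others. For *Dnmt3a*-/-, 3 of the 10 splits, the real one among them, called as many genes in LSK and 3 of the 10 in MEP, where another split called 483 genes against 45 in the real one. Among the 4 splits of each contrast that part as many libraries of the same replicate number as the real one does, the real split alone reached its number in all 6 contrasts, a share of 1 in 4 that cannot go lower, and the other 6 splits leave some libraries of the same number together.

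GC content and transcript length were tested as a source of the double knockout counts with a correction of each library, available for 96.3% of the tested genes in LSK and 96.2% in MEP. It left 3253 genes called in LSK and 3594 in MEP, against 3243 and 3243 of the same genes before it, and 2934 and 2682 were called both before and after, so this bias does not account for the counts. The share called higher did change, to 1487 of 3253 in LSK and 1392 of 3594 in MEP. The series of mouse numbers was tested between the letters Q and R within WT and *Dnmt3a*-/-, with genotype in the model, and gave 80 called genes in LSK and 40 in MEP, against 3383 and 3376 for the double knockout. The series P holds only double knockout mice, so it could not be tested and cannot be told apart from the genotype.

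In LSK the effects of *Bcor* and *Dnmt3a* loss on *Gata1* were tested for adding up on the log2 scale. The interaction term was 0.53 (standard error 0.38, limma adjusted p = 0.38) for *Gata1* and -2.32 (standard error 0.44, adjusted p = 0.0097) for *Gata2*. The *Gata1* values are consistent with additive effects at this size of experiment, while the fall of *Gata2* may be more than the sum of both losses. Since only the double knockout libraries belong to the mouse series P, the interaction cannot be told apart from that series.

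The paper deletes exons 8 to 10 of *Bcor*, which make up 10.9% to 13.4% of the 5 annotated full-length transcripts, so RNA that is otherwise kept would change by -0.18 on the log2 scale. The measured change was -0.43 (standard error 0.17, adjusted p = 0.16) in *Bcor*-/- LSK, from limma, which is consistent with the expected -0.18 within 2 standard errors. In *Bcor*-/-*Dnmt3a*-/- LSK it was -0.044 (standard error 0.17, adjusted p = 0.87), with 24.0 and 37.4 FPKM in the 2 libraries, which is also within 2 standard errors of -0.18 and of no change, so the test does not decide. The paper describes the shortened RNA as unstable.

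If lower *Trp53* RNA went with lower p53 activity, the p53 target genes should be lower in *Bcor*-/-*Dnmt3a*-/- LSK, but their median log2 fold change was 0.24 with 22 of 34 genes higher (limma's camera, adjusted p = 0.30). The HoxA genes were not higher in *Bcor*-/- LSK, with a median of -0.24 and 1 of 7 genes higher (adjusted p = 0.41), although the paper's introduction links *Bcor* loss to their expression. In view of the thrombocytosis of *Bcor*-/- mice, megakaryocyte genes were tested in their MEP, with a median of 0.18, 13 of 19 genes higher and an adjusted p of 0.27, which ranged from 0.0047 to 1.00 over the alternatives and the fits with 1 library left out. The median was 0.44 with WT replicate 3 left out and -0.19 with WT replicate 2 left out, so this test does not decide.

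Ribosomal protein genes were lower as a set in *Bcor*-/-*Dnmt3a*-/- MEP, with a median log2 fold change of -0.48, 3 of 75 genes higher (limma's camera, adjusted p = 1.4e-08) and library medians of -0.36 and -0.54, and from -0.60 to -0.41 over the alternatives and the fits with 1 library left out. With the inter-gene correlation estimated from the data, camera's adjusted p for this set was 0.56. No explanation of the lower set was tested. Cell cycle genes were called less often than others in *Bcor*-/-*Dnmt3a*-/- MEP, 18 of 110 or 16.4% against 31.0% (two-sided Fisher's exact test, odds ratio 0.43, p = 0.00058, adjusted p = 0.0070 over 12 tests). In every library *Xist* was under 0.07 FPKM and *Ddx3y* was at least 14.8 FPKM, so these genes do not set any library apart.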
